# Multi-omics analysis provides insights into lignocellulosic biomass degradation by *Laetiporus sulphureus* ATCC 52600

**DOI:** 10.1186/s13068-021-01945-7

**Published:** 2021-04-17

**Authors:** Fernanda Lopes de Figueiredo, Ana Carolina Piva de Oliveira, Cesar Rafael Fanchini Terrasan, Thiago Augusto Gonçalves, Jaqueline Aline Gerhardt, Geizecler Tomazetto, Gabriela Felix Persinoti, Marcelo Ventura Rubio, Jennifer Andrea Tamayo Peña, Michelle Fernandes Araújo, Maria Augusta de Carvalho Silvello, Telma Teixeira Franco, Sarita Cândida Rabelo, Rosana Goldbeck, Fabio Marcio Squina, André Damasio

**Keywords:** Basidiomycetes, Brown-rot, Genome, Transcriptome, Proteome, CAZymes, Fenton reaction, Sugarcane by-products

## Abstract

**Background:**

Wood-decay basidiomycetes are effective for the degradation of highly lignified and recalcitrant plant substrates. The degradation of lignocellulosic materials by brown-rot strains is carried out by carbohydrate-active enzymes and non-enzymatic Fenton mechanism. Differences in the lignocellulose catabolism among closely related brown rots are not completely understood. Here, a multi-omics approach provided a global understanding of the strategies employed by *L. sulphureus* ATCC 52600 for lignocellulose degradation.

**Results:**

The genome of *Laetiporus sulphureus* ATCC 52600 was sequenced and phylogenomic analysis supported monophyletic clades for the Order Polyporales and classification of this species within the family Laetiporaceae. Additionally, the plasticity of its metabolism was revealed in growth analysis on mono- and disaccharides, and polysaccharides such as cellulose, hemicelluloses, and polygalacturonic acid. The response of this fungus to the presence of lignocellulosic substrates was analyzed by transcriptomics and proteomics and evidenced the occurrence of an integrated oxidative–hydrolytic metabolism. The transcriptomic profile in response to a short cultivation period on sugarcane bagasse revealed 125 upregulated transcripts, which included CAZymes (redox enzymes and hemicellulases) as well as non-CAZy redox enzymes and genes related to the synthesis of low-molecular-weight compounds. The exoproteome produced in response to extended cultivation time on Avicel, and steam-exploded sugarcane bagasse, sugarcane straw, and Eucalyptus revealed 112 proteins. Contrasting with the mainly oxidative profile observed in the transcriptome, the secretomes showed a diverse hydrolytic repertoire including constitutive cellulases and hemicellulases, in addition to 19 upregulated CAZymes. The secretome induced for 7 days on sugarcane bagasse, representative of the late response, was applied in the saccharification of hydrothermally pretreated grass (sugarcane straw) and softwood (pine) by supplementing a commercial cocktail.

**Conclusion:**

This study shows the singularity of *L. sulphureus* ATCC 52600 compared to other Polyporales brown rots, regarding the presence of cellobiohydrolase and peroxidase class II. The multi-omics analysis reinforces the oxidative–hydrolytic metabolism involved in lignocellulose deconstruction, providing insights into the overall mechanisms as well as specific proteins of each step.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-021-01945-7.

## Background

Wood-decay basidiomycetes are essential for the carbon cycle because of their highly specialized biomass degradation. Their metabolic systems include carbohydrate-active enzymes (CAZymes), but also non-CAZymes and other associated non-enzymatic compounds. This ability allows them to be potentially used for the production of value-added biocompounds derived from lignocellulosic biomass [1–3].

Traditionally, wood-decay basidiomycetes have been classified as brown-rot or white-rot based on the capacity to degrade plant cell wall components. Accordingly, brown rots degrade cellulose and hemicellulose while only modifying lignin. These two decay modes have been distinguished based on the reduction or absence of some enzymes, such as ligninolytic peroxidases (PODs) class II (manganese-, lignin- and versatile-peroxidases), as well as enzymes involved in cellulose degradation such as cellobiohydrolase (CBH), lytic polysaccharide monooxygenase (LPMO) and cellobiose dehydrogenase (CDH) [3, 4]. To compensate for the paucity of cellulolytic enzymes, some brown rots employ mechanisms for endoglucanase overproduction [5]. The lignocellulose degradation performed by brown-rot fungi involves chemical, biological and spatial relationships between fungal hyphae and the plant cell wall to perform a two-step mechanism: earlier lignocellulose oxidative (LOX) degradation mediated by Fenton reaction (H_2_O_2_ + Fe^2+^  → Fe^3+^  + OH**·**) followed by a late hydrolytic mechanism. Key requirements for Fenton systems include mechanisms for extracellular peroxide production and iron reduction, involving extracellular fungal enzymes and metabolites, to generate reactive oxygen species (ROS) [6–9].

Most brown-rot agaricomycetes belong to the order Polyporales Gäum. Within this order, most brown-rot species belong to the “Antrodia clade”, which includes the families *Dacryobolaceae* Jülich, *Fomitopsidaceae* Jülich, *Laetiporaceae* Jülich, and *Sparassidaceae* Herter, as well as a few unsolved groups [10]. *L. sulphureus* is considered a cosmopolitan species causing brown cubical heart rot in many deciduous and coniferous trees [11, 12]. It is known to produce metabolites with antioxidant and antimicrobial properties [13, 14] and natural dyes [15, 16] in addition to the potential for bioremediation of treated wood [17] and decolorization of textile effluents [11]. During wood decay, *L. sulphureus* causes higher polysaccharide weight loss than lignin loss [18]. This fungus has superior potential to produce cellulolytic and hemicellulolytic enzymes in comparison to other representative brown rots [19] and the enzymatic repertoire secreted in the presence of carboxymethyl-cellulose (CMC) was analyzed by mass spectrometry [20]. However, the potential for lignocellulose degradation has not been explored at multi-omics level.

Omics approaches allow a deep understanding of the biology of an organism, including its behavior during growth on complex plant biomass [21]. In this work, genome sequencing followed by transcriptomic and proteomic analysis provided a global understanding of the strategies employed by *L. sulphureus* ATCC 52600 in the degradation of lignocellulosic by-products derived from sugarcane and *Eucalyptus*. In addition, a commercial enzymatic cocktail supplemented with the *L. sulphureus* secretome was evaluated for saccharification of hydrothermally pretreated grass (sugarcane straw) and softwood (pine).

## Results

### Sequencing, annotation, and phylogenetic analysis of *L. sulphureus* ATCC 52600

The *L. sulphureus* ATCC 52600 genome sequence was assembled by a combination of paired-end (45,000,408 sequences) and mate-pair libraries (13,294,823 and 13,280,039 sequences), corresponding to 43.4 Mb (Table 1).

**Table 1:** Statistical information on the genome assembly of *L. sulphureus* ATCC 52600

*L. sulphureus* ATCC 52600	
Estimated coverage	125x
# contigs (> = 5000 pb)	428
# contigs (> = 10,000 pb)	375
# contigs (> = 25,000 pb)	275
# contigs (> = 50,000 pb)	213
# scaffolds	785
Total length (pb)	43,372,605
Largest contig (pb)	1,372,164
GC (%)	51.22
N50	211,056
N75	102,005
L50	53
L75	1129
Number of predicted genes	12,802

Genomic features were similar to *L. sulphureus* var. *sulphureus* v1.0 [22]. Comparative analysis showed the strains sharing 8419 clusters of orthologous genes, with 7724 single-copy genes, which accounted for 60% and 56% of all coding sequences for the strains ATCC 52600 and var. *sulphureus* v1.0, respectively. The phylogenomic analysis considering whole-genome information strongly supported monophyletic clades for all families within the order Polyporales (Fig. 1). The strain ATCC 52600 clustered with *L. sulphureus* var. *sulphureus* v1.0 and *Wolfiporia cocos* in the family *Laetiporaceae*, which, in turn, appears as a sister clade of *Fibroporiaceae* (*Fibroporia radiculosa*) and closely related to *Dacryobolaceae* (*Postia placenta*).

**Fig. 1:**
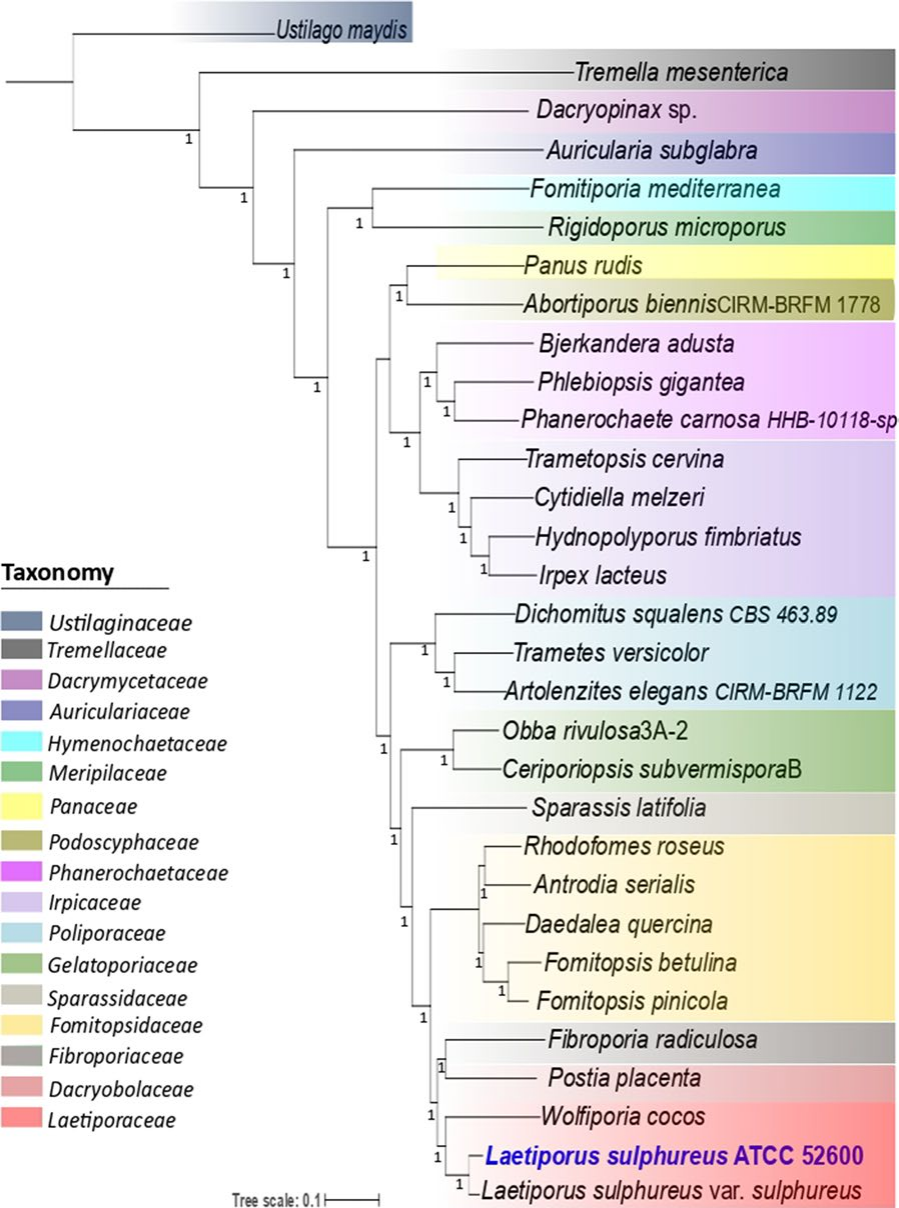
Phylogenomic analysis of *L. sulphureus* ATCC 52600 and related genera. The tree was built using the maximum likelihood (ML) method implemented in FastTree and WAG evolutionary models. A total of 601 single-copy ortholog genes from 31 genomes of basidiomycetes belonging to the order Polyporales were analyzed. Bootstrap values (1000 resamples) above 0.8

### *L. sulphureus* ATCC 52600 genome: non-enzymatic mechanism for biomass deconstruction and non-canonical brown-rot CAZymes

The CAZymes content was constituted of 271 modules, including 133 glycoside hydrolases (GH), 51 auxiliary activities (AA), 67 glycosyltransferases (GT), 13 carbohydrate esterases (CE), and 4 polysaccharide lyases (PL). Regarding carbohydrate-binding modules, CBM20 was found associated with GHs, in addition to the non-appended CBM13 and CBM21 (Additional file 1: Figure S1A). GHs comprised 49% of CAZymes, and the most abundant families were GH16 (19 members) and GH5 (16 members) (Additional file 1: Figure S1A). GHs repertoire for cellulose degradation also included endoglucanases (GH5), β-glucosidases (GH1, GH3), and one predicted cellobiohydrolase (GH7). A wide range of GHs associated with hemicellulose degradation such as xylan (GH10, GH43, GH115), glucans (GH16, GH55), and mannans (GH53) was identified, in addition to enzymes active on starch (GH13, GH15), pectin (GH28), chitin (GH18), and trehalose (GH37) (Fig. 2 and Additional file 2: Table S1).

**Fig. 2:**
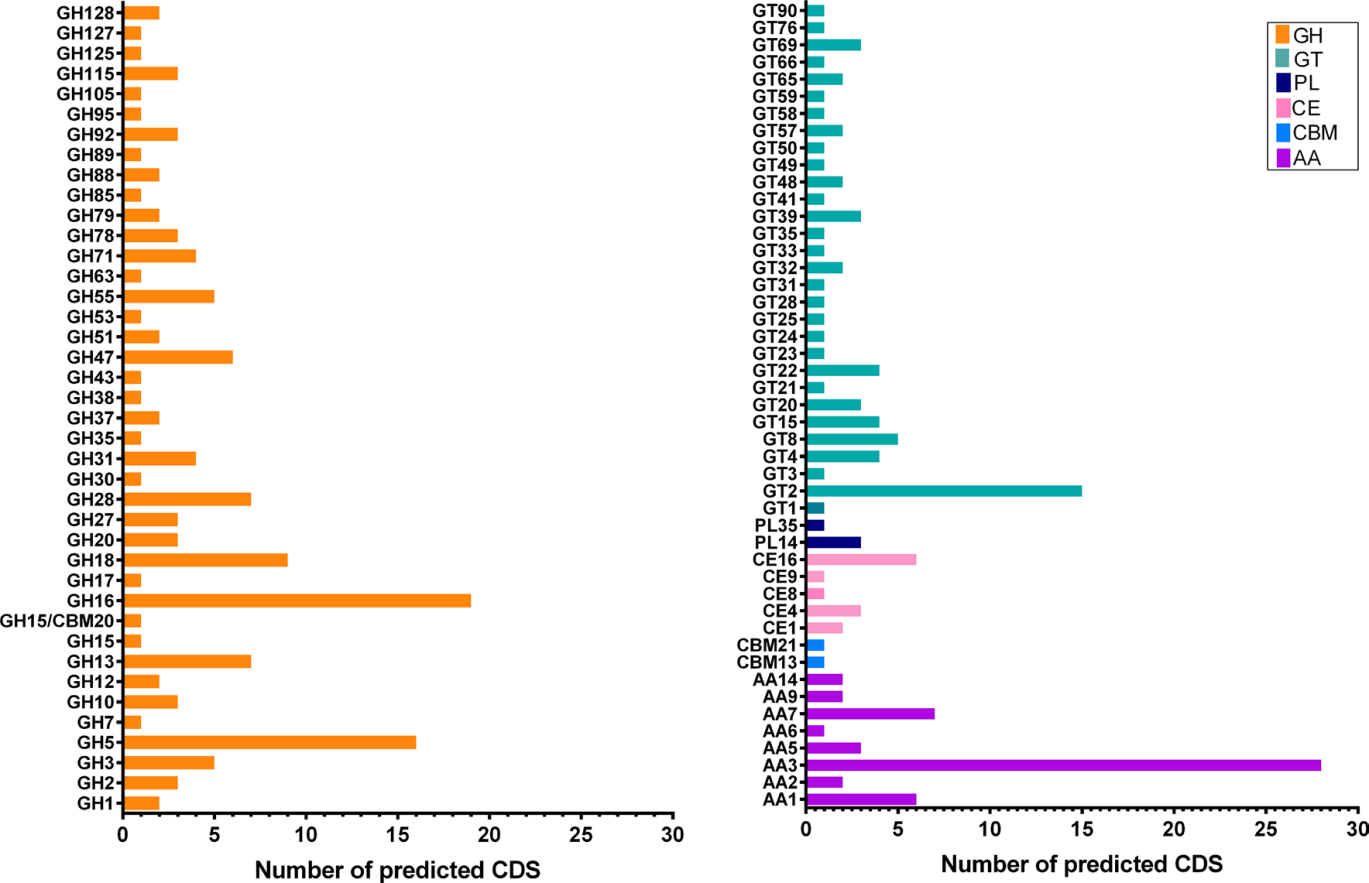
*L. sulphureus* ATCC 52600 CAZyme-coding genes. Genome profile representing the number of predicted genes encoding CAZymes. CAZy classes: GH: glycoside hydrolases, CBM: carbohydrate-binding module, CE: carbohydrate esterase, PL: polysaccharide lyase and AA: auxiliary activities

The analysis showed 19% of the predicted CAZymes assigned to AAs (Additional file 1: Figure S1A). Among them, a large number of AA3 (28 members) are grouped into the subfamilies AA3_2 (25 aryl/glucose oxidases) and AA3_3 (3 alcohol oxidases). Also, 6 members of AA1 were identified and categorized into the subfamilies AA1_1 (3 laccases), AA1_2 (1 ferroxidase), and AA1_3 (2 laccase-like multicopper oxidases). Three AA5_1 glyoxal oxidases and one AA6 benzoquinone reductase were also identified. Moreover, two genes coding for AA2 PODs were predicted, as well as AA members acting on cellulose/hemicellulose, including seven AA7 glucooligosaccharide oxidases, two AA9 lytic polysaccharide monooxygenases (LPMO), and two AA14 LPMOs (Fig. 2 and Additional file 2: Table S1).

The most prevalent CE family was CE16 (6 acetyl esterases), in addition to CE4 (2 chitin deacetylase and 1 acetyl xylan esterase), CE1 (1 acetyl xylan esterase and 1 carboxylesterase), CE8 (1 pectin methylesterase), and CE9 (N-acetylglucosamine deacetylase). Three PL14 and one PL35 were also identified. The most abundant GT family was GT2 encompassing 15 members, followed by GT8 (5 members), GT4 (4 members), and GT15, GT20, GT21, GT39, and GT69 (3 members each) (Fig. 2, Additional file 1: Figure S1A and Additional file 2: Table S1). Additionally, a wide diversity of genes involved in Fenton reaction and oxidative mechanisms was identified in the *L. sulphureus* ATCC 52600 genome, including alcohol dehydrogenases, aldo–keto reductases, catalases, ferroxidase, cytochrome P450, peroxidases not assigned to CAZy domains, oxidoreductases, oxalate decarboxylase, and hydroquinone dehalogenases, the last two involved in the production of low-molecular-weight compounds (LMW) (Additional file 1: Figure S1A and Additional file 2: Table S1).

### *L. sulphureus* ATCC 52600 displays a broad-range carbohydrate metabolism and slow glucose consumption

The presence of transporters for different carbohydrates such as glucose, mannose, and trehalose in the genome motivated further analysis of the *L. sulphureus* ATCC 52600 primary metabolism (Additional file 2: Table S1). The strain was able to grow on mono-, di- and polysaccharides (Additional file 1: Figure S2A), and faster colony growth was verified on pectin, followed by galacturonic acid, xylan, arabinose, and galactomannan (Additional file 1: Figure S2B). The growth analysis in liquid medium with glucose showed an extended lag period, with glucose consumption starting after 48 h of cultivation, which then decreased at a slow rate to around 40% at 168 h of cultivation (Additional file 1: Figure S2C). These data raised questions about the biological behavior of this basidiomycete growing on complex carbon sources in terms of protein expression and secretion, especially because of the presence of some non-canonical brown-rot CAZymes such as CBH and AA2 peroxidase in the genome.

### Transcriptomic analysis reveals the early response of *L. sulphureus* ATCC 52600 for the deconstruction of sugarcane bagasse

A total of 10,015 transcripts were identified with at least one transcript per million (TPM), with 6920 sequences presenting statistical significance. 

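RNA was sequenced from 3 cultures of the pre-inoculum mycelium (T0, 7 days in liquid medium at 30 °C and 180 rpm, started from 15 agar discs of 8 mm) and from 3 cultures of the same kind of mycelium after 24 h on in natura sugarcane bagasse (BIN, 1 g in 100 mL of mineral medium). The authors mapped the reads to their own assembly with TopHat2 after removal of rRNA, and deposited whole-number counts per predicted gene and the TPM values made from them. The totals were 11579062, 11937115 and 13234097 counts in BIN replicates 1, 2 and 3, and 9541028, 14224441 and 15331728 counts in T0 replicates 1, 2 and 3. Both tables listed the same 10015 genes, and each of these had at least 1 count per 1000000 (CPM) in every library, so genes silent in either condition are not among them. Of the 10015 genes, 10010 had a mean of at least 1 TPM in T0 or BIN and 9891 had at least 1 TPM in every library. The counts were normalized by edgeR's TMM method and compared between BIN and T0 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is the test behind every edgeR adjusted p given for single genes. Fold changes are BIN against T0, and a gene is called higher or lower when its adjusted p was at most 0.05 and its log2 fold change was at least 1 in either direction. With no threshold on the fold change, 7121 genes had an adjusted p of at most 0.05, and the count that lay farthest from it was 6482 genes, without BIN replicate 2. The correlation of log2 CPM across genes was 0.993 to 0.995 between BIN libraries and 0.980 to 0.992 between T0 libraries. The transfer of the mycelium to fresh medium and the contact with bagasse took place together, and no culture transferred without bagasse was analysed here.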

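Between the bagasse cultures and the pre-inoculum, 1134 genes were called higher and 1457 lower of the 10015 tested, so that 43.8% of the called genes were higher. This split depended on the scaling of the libraries. With library size alone in place of the TMM factors, the median log2 fold change of all genes moved from 0.00 to 0.13, and 1439 genes were called higher and 1185 lower, which made 54.8% of the called genes higher. On log2(TPM + 1) values tested with limma, the median was 0.40 and the counts were 2138 higher and 746 lower. The fold changes also rose with gene length, with a Spearman correlation of 0.33 across genes, which are not independent replicates. After a smooth trend on gene length was removed from each library, a correction chosen after the data were seen, 1115 genes were called higher and 1151 lower, and 1944 of the 2591 genes called without it were called in the same direction. Among the genes of Table S1, 97 CAZymes and 163 non-CAZy redox genes were called, and 2325 of the called genes stood outside that table.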

Differential expression analysis revealed 1120 up- and 1455 downregulated genes, which included 96 CAZy transcripts and a set of 159 genes involved in redox metabolism (non-CAZy) (Additional file 1: Figure S1B and Additional file 2: Table S2). Among the CAZymes, 63 and 33 genes were up- and downregulated, respectively, with GHs comprising 60% of the upregulated genes. 

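Table S1 lists 270 CAZyme genes, of which 257 were among the tested genes, and 63 were called higher and 34 lower. The counts were the same 63 and 34 when the p-values were adjusted over the list alone. Glycoside hydrolases made up 38 of the 63 higher genes, or 60.3%, and 17 of the 34 lower genes. Glycosyltransferases followed with 13 higher and 1 lower, and auxiliary activities with 9 higher and 14 lower. As classes, GT and GH transcripts were higher than those of the other genes (limma camera, preset inter-gene correlation of 0.01, adjusted p = 0.00221 for 67 genes with a median log2 fold change of 0.37 and 0.00954 for 127 genes with a median of 0.42, over 12 classes). Neither held with an estimated inter-gene correlation (adjusted p = 0.469 for each) or with the trend on gene length removed (adjusted p = 0.146 for GT and 0.106 for GH), and limma's fry, which 10 of the 12 classes passed, these included, does not compare a class with the other genes. With that trend removed, 50 CAZymes were called higher and 41 lower, against 49 and 25 when the fold change was tested against the threshold with glmTreat. Other scalings raised the number of higher CAZymes. With library size alone 69 were higher and 30 lower. On log2(TPM + 1) values 92 were higher and 24 lower, and on log2(TPM + 0.1) values 98 and 26.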

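The 5 higher genes with a predicted function in cellulose degradation had log2 fold changes of 1.10 to 1.68. The GH5_9 endoglucanase g247 was the most abundant of them, with 353 ± 15.0 TMM-normalized CPM in T0 and 1035 ± 55.6 in BIN (SD, n = 3), a log2 fold change of 1.55 (standard error 0.10, edgeR adjusted p = 1.39e-06). The GH3 β-glucosidase g2032 had a log2 fold change of 1.68 (standard error 0.08, edgeR adjusted p = 2.16e-07), and the GH1 β-glucosidase g1578 one of 1.68 (standard error 0.16, edgeR adjusted p = 1.31e-05). The GH5_50 endoglucanase g7477 rose by 1.18 on the log2 scale (standard error 0.07), and the GH3 β-glucosidase g10482 by 1.10 (standard error 0.15). g10482 fell below the threshold without BIN replicate 3, at 0.93, and with the trend on gene length removed, at 0.84, and was not called with glmTreat. Another GH5_9 endoglucanase of Table S1, g4121, was lower, with a log2 fold change of -2.47 (standard error 0.19, edgeR adjusted p = 1.07e-05). Table S2 lists genes that the study called on these same libraries. Among its 25 genes listed for hemicellulose degradation, 17 were higher, with log2 fold changes of 1.16 to 4.39, and 8 were lower. The largest rises were those of the GH31 α-glucosidase g3209, at 4.39 (standard error 0.18), of the GH16 glucanase g949, at 3.81 (standard error 0.14), and of the GH5_15 glucosidase g8628, at 3.16 (standard error 0.17). The GH31 α-xylosidase g53 had a log2 fold change of 1.73 (standard error 0.09), and the GH71 α-1,3-glucanase g11270 one of 1.42 (standard error 0.20), which was not called with glmTreat. With the trend on gene length removed, 13 of the 17 were called higher.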

Five and 17 genes with predicted cellulolytic and hemicellulolytic functions, respectively, were identified among the upregulated CAZy transcripts, including glucanases (GH5, GH16, GH55, and GH71), β-glucosidases (GH1 and GH3), α-xylosidase (GH31), α/β-mannosidases (GH2 and GH47), and α-/β-galactosidases (GH27, GH35, and GH71). In addition, several genes with predicted activity on starch (GH13 and GH31), chitin (GH18 and CE4), and pectin (GH28, GH78, and GH105) were upregulated, whereas transcripts predicted for xylan-active xylanase (GH30) and β-xylosidase (GH43) were downregulated.

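Of the 7 tested GH13 genes, 4 were higher and 1 was lower. The GH13_1 α-amylase g10027 rose from 3.59 ± 2.03 to 145 ± 27.3 TMM-normalized CPM (SD, n = 3), a log2 fold change of 5.27 (standard error 0.33, edgeR adjusted p = 1.02e-05). The 9 tested GH18 genes were divided, with 3 higher and 3 lower, and the largest rise was that of g3493, at 3.64 (standard error 0.17). The CE4 gene g3716 had the largest rise of all genes, from 1.99 ± 0.0759 to 8995 ± 763 TMM-normalized CPM (SD, n = 3), a log2 fold change of 12.14 (standard error 0.22, edgeR adjusted p = 3.96e-09). All 7 genes listed for pectin degradation in Table S2 were higher, but that table lists only genes that the study called on these libraries. The GH30_3 gene g1211 was lower, at 61.2 ± 2.05 TMM-normalized CPM in T0 and 9.56 ± 1.32 in BIN (SD, n = 3), a log2 fold change of -2.68 (standard error 0.11, edgeR adjusted p = 9.03e-08). The GH43_24 gene g7555 had a log2 fold change of -1.05 (standard error 0.26, edgeR adjusted p = 0.0053). It lay close to the threshold and was not called without T0 replicate 1, at -0.81, without BIN replicate 3, at -0.92, with library size alone, at -0.91, on log2(TPM + 1) and log2(TPM + 0.1) values, at -0.48 and -0.60, or with glmTreat.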

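Table S1 lists 51 AA genes, of which 50 were tested, and 9 of these were higher and 14 lower. Of the 3 AA1_1 laccase genes, g8610 was higher, with a log2 fold change of 1.07 (standard error 0.11, edgeR adjusted p = 3.14e-05, not called with glmTreat), and g6686 was lower, with -2.84 (standard error 0.19, edgeR adjusted p = 4.61e-06). The other, g6683, had a log2 fold change of -3.08 with a standard error of 1.15 and was not called (edgeR adjusted p = 0.068). The AA1_2 ferroxidase g7795 rose from 34.2 ± 9.53 to 532 ± 98.1 TMM-normalized CPM (SD, n = 3), a log2 fold change of 3.97 (standard error 0.24, edgeR adjusted p = 3.17e-06). Of the 25 AA3_2 genes, 11 were lower, and the highest log2 fold change was 0.75. With library size alone and without T0 replicate 2, 10 were lower, without BIN replicate 1, 2 or 3 and on both log2(TPM + 1) and log2(TPM + 0.1) values 9, and with glmTreat 7. As a class, AA3_2 transcripts were lower than those of the other genes (limma camera adjusted p = 0.0461, median log2 fold change of -0.49), which held with the trend on gene length removed but not with an estimated inter-gene correlation (adjusted p = 0.469). The largest falls in this subfamily were those of g11629, at -4.46 (standard error 0.45), and g5357, at -4.44 (standard error 0.39), and the smallest called was that of g10333, at -1.06 (standard error 0.13), which passed the threshold with TMM but not with library size alone, at -0.93, without T0 replicate 2, at -0.94, on log2(TPM + 1) and log2(TPM + 0.1) values, at -0.61 on both, or with glmTreat. The AA3_3 alcohol oxidase g10793 had a log2 fold change of 6.26 (standard error 0.77, edgeR adjusted p = 0.00109), and its BIN libraries were uneven, at 72.3, 87.0 and 249 TMM-normalized CPM. Without BIN replicate 3 its log2 fold change was 5.49.

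**Figure D1:**
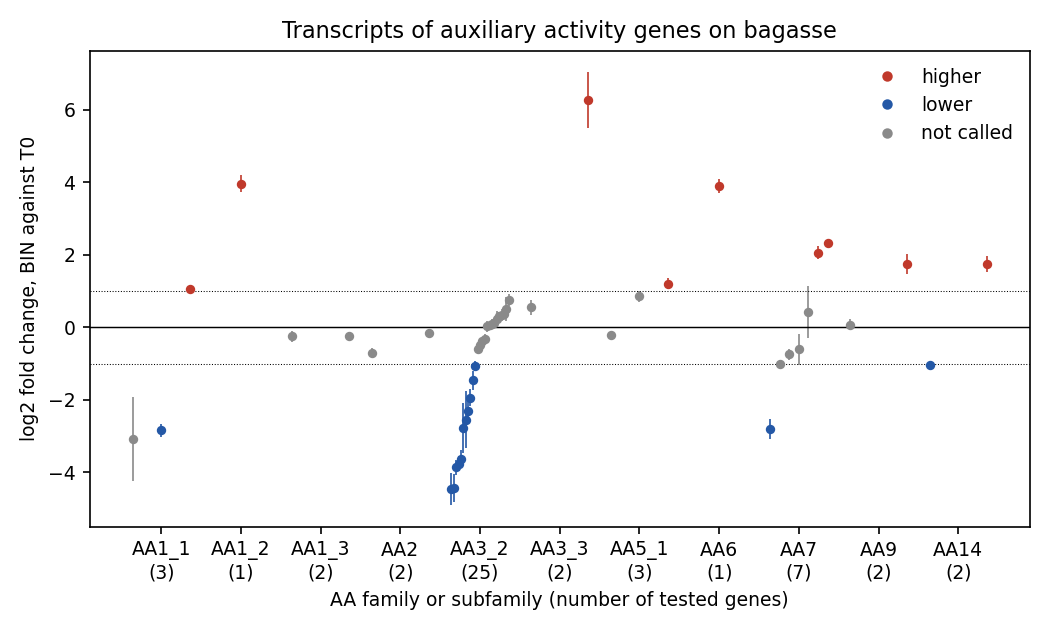
Log2 fold changes (BIN against T0, 3 libraries each, TMM-normalized) of the 50 tested AA genes by family or subfamily, one point per gene with its standard error. Red points are genes called higher, blue points genes called lower and grey points genes not called, and the dotted lines mark log2 fold changes of 1 and -1. The 11 AA3_2 genes called lower lie between -4.46 and -1.06, and g10333, the one nearest the line, lies above it at -0.93 with library size alone.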

Among the AAs, two AA1_1 laccases and one AA1_2 ferroxidase were upregulated; AA3 members such as the 11 members of the subfamily AA3_2 were downregulated, while one AA3_3 alcohol oxidase was upregulated. In addition, two AA7 glucooligosaccharide oxidases, one AA6 benzoquinone reductase, one AA9 LPMO, and one AA14 LPMO were upregulated (Fig. 3a and Additional file 2: Table S2).

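The AA7 family has 7 tested genes, of which g7793 and g9846 were higher and g9758 was lower. Their log2 fold changes were 2.33 (standard error 0.08, edgeR adjusted p = 5.03e-08), 2.06 (standard error 0.17, edgeR adjusted p = 1.26e-05) and -2.80 (standard error 0.29, edgeR adjusted p = 4.55e-05). g9758 was also the most abundant of these, at 3021 ± 1143 TMM-normalized CPM in T0 and 433 ± 78.0 in BIN (SD, n = 3), against 215 ± 18.6 in BIN for g9846 and 90.6 ± 2.37 for g7793. The AA6 gene g3022 had a log2 fold change of 3.91 (standard error 0.19, edgeR adjusted p = 2.3e-07). The AA9 gene g4622 rose by 1.75 on the log2 scale (standard error 0.27, edgeR adjusted p = 0.000732), and the AA14 gene g2453 by 1.76 (standard error 0.22, edgeR adjusted p = 0.000168). The calls of g7793, g9846, g3022, g4622 and g2453 were the same in all 18 alternative settings. The number of higher AA7 genes was 3 without T0 replicate 1 and on log2(TPM + 1) and log2(TPM + 0.1) values. The AA7 gene g1150 lay just short of being called lower, at -0.998 (standard error 0.11, edgeR adjusted p = 3.21e-05). The AA5_1 glyoxal oxidase g8037 was higher as well, with a log2 fold change of 1.21 (standard error 0.16), and was not called with the trend on gene length removed, at 0.83, or with glmTreat.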

**Fig. 3:**
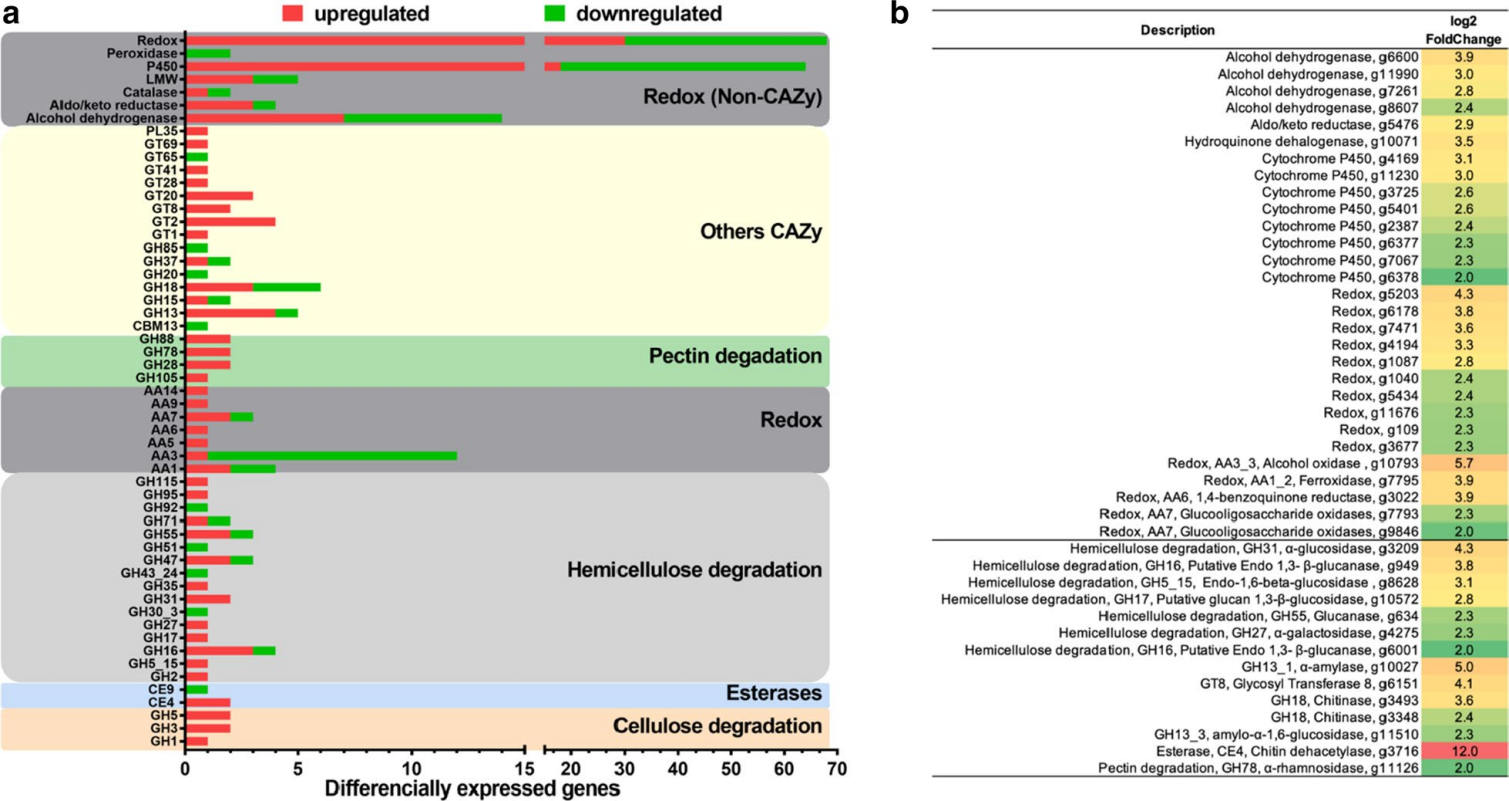
Differentially expressed genes of *L. sulphureus* ATCC 52600 cultivated on sugarcane bagasse. **a** Up- and downregulated CAZyme genes and selected redox genes (non-CAZy) grouped according to their predicted function. **b** Highly expressed transcripts related to the *L. sulphureus* CAZy arsenal and oxidative mechanism (log_2_-fold change ≥ 2). CAZy classes: GH: glycoside hydrolases, CBM: carbohydrate-binding module, CE: carbohydrate esterase, PL: polysaccharide lyase, and AA: auxiliary activities

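Of the non-CAZy redox genes in Table S1, 416 were tested, and 63 were called higher and 100 lower, with the same counts when the p-values were adjusted over the list alone. Cytochromes P450 made up the largest group after the genes listed only as redox, with 19 higher and 47 lower of 158 tested, and their transcripts were lower as a class (limma camera adjusted p = 0.0102, median log2 fold change of -0.43). This shift held with the trend on gene length removed, and did not hold with an estimated inter-gene correlation (adjusted p = 0.469). The largest fall among the redox genes was that of the P450 gene g10094, from 840 ± 90.6 to 25.2 ± 2.01 TMM-normalized CPM (SD, n = 3), a log2 fold change of -5.06 (standard error 0.13, edgeR adjusted p = 1.39e-08). Of the 179 tested genes listed only as redox, 30 were higher and 40 lower. Alcohol dehydrogenases had 7 higher and 7 lower of 27, aldo/keto reductases 3 higher and 1 lower of 27, and the genes of low-molecular-weight (LMW) metabolism 3 higher and 2 lower of 9. With library size alone, 75 redox genes were higher and 90 lower, whereas on log2(TPM + 1) values 88 were higher and 59 lower, and on log2(TPM + 0.1) values 100 and 62, so that on these scales more were higher than lower.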

A set of genes encoding non-CAZy enzymes and proteins with a predicted function in the oxidative mechanism and Fenton reaction were also regulated, corresponding to 159 transcripts, out of which 62 were up and 97 downregulated (Fig. 3a and Additional file 2: Table S2). 

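Among the 673 CAZyme and non-CAZy redox genes of Table S1 that were tested, 43 had an adjusted p of at most 0.05 and a log2 fold change of at least 2. Of these 43 genes, 5 were AA genes and 24 were non-CAZy redox genes, so that 29, or 67.4%, were oxidative. The oxidative share of the other 630 tested genes was 69.4% (437 genes), and the difference was not significant (odds ratio 0.91, 95% interval 0.46 to 1.92, two-sided Fisher's exact test, p = 0.865). The oxidative share of the highly upregulated genes was 65.6% on log2(TPM + 1) and 63.9% on log2(TPM + 0.1) values (two-sided Fisher's exact test, p = 0.561 and 0.344), 66.7% with library size alone, 69.0% with the trend on gene length removed and 70.7% without BIN replicate 3, where it lay above that of the other genes (two-sided Fisher's exact test, p = 1). Among the 58 genes with a log2 fold change of -2 or lower, 52, or 89.7%, were oxidative.

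**Figure D2:**
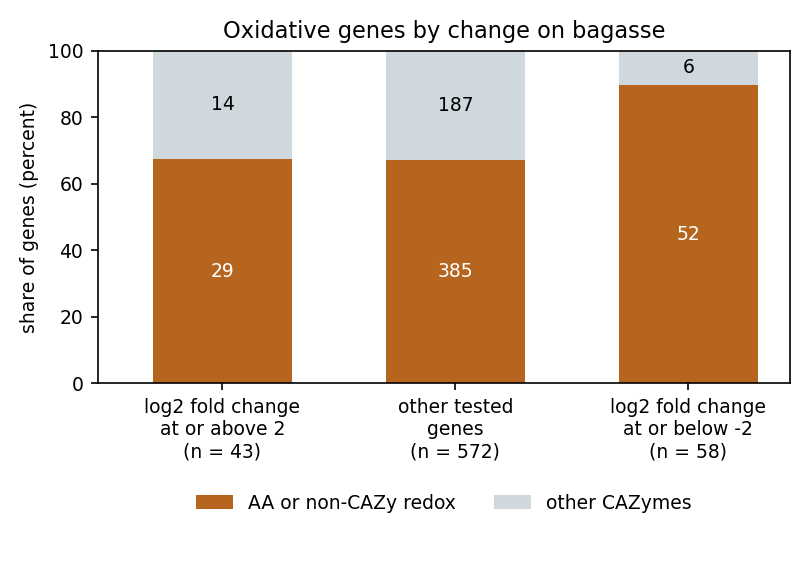
Share (percent, with the number of genes in each part) of AA or non-CAZy redox genes and of other CAZymes among 43 tested genes of Table S1 with a log2 fold change of at least 2, 572 genes between the thresholds or not significant, and 58 genes with a log2 fold change of -2 or lower, all by TMM-normalized counts of 3 BIN against 3 T0 libraries. The oxidative part is 67.4% in the first bar, 67.3% in the second and 89.7% in the last.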

The importance of this mechanism became clearer when the regulation of individual genes was analyzed, i.e., among the high upregulated transcripts (log2-fold change ≥ 2, *n* = 43), 67% were associated with oxidative mechanisms, including both AAs and non-CAZymes. The remaining CAZymes (33%) were mostly hydrolases including miscellaneous hemicellulases (acting on glucan, mannan, galactan), amylases, pectinase, and chitinases. 

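Ranked by log2 fold change among the higher CAZyme and redox genes of Table S1, the CE4 gene g3716 came first and the AA3_3 gene g10793 was at rank 2. The AA1_2 gene g7795 was at rank 7, the AA6 gene g3022 at rank 8, and the AA7 genes g7793 and g9846 at ranks 33 and 41 of the 43 genes with a log2 fold change of at least 2. The ranks from 3 to 6 were taken by the α-amylase g10027, the redox gene g5203, the α-glucosidase g3209 and a GT8 glycosyltransferase. g5203 had a log2 fold change of 4.68 (standard error 0.51, edgeR adjusted p = 0.000245). The alcohol dehydrogenase g6600 was at rank 10, the LMW gene g10071 (hydroquinone dehalogenase) at rank 14 and the P450 gene g4169 at rank 16. Of the 43 genes, 12 were glycoside hydrolases, 1 was a glycosyltransferase and 1 a carbohydrate esterase.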

Remarkably, the top upregulated transcripts included a series of AA oxidoreductases belonging to the families AA3_3, AA1_2, AA6, and AA7, as well as non-CAZy oxidoreductases, dehydrogenases, cytochrome, and enzymes involved in LMW metabolism. In turn, transcripts of predicted cellulose- or xylan-active enzymes were absent (Fig. 3b).

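None of the 5 genes with a predicted function in cellulose degradation reached a log2 fold change of 2, the highest of them being g1578, at 1.68, on TMM-normalized counts. On log2(TPM + 1) values, whose median over all genes was 0.40, g2032 reached 2.07. The TPM of g1578 rose from 1.85 ± 0.487 to 8.04 ± 0.523 (SD, n = 3), a rise above 2 on the log2(TPM + 0.1) scale. Of the xylan-active genes, the GH115 α-glucuronosidase g6326 had a log2 fold change of 1.32 (standard error 0.12, edgeR adjusted p = 9.57e-06). The GH10 xylanase g4480 had one of 0.98 (standard error 0.23, edgeR adjusted p = 0.00356), just under the threshold of 1. It was called with library size alone, at 1.11, on log2(TPM + 1) and log2(TPM + 0.1) values, at 1.21 and 1.44, with the trend on gene length removed, at 1.20, and without T0 replicate 2, BIN replicate 1 or BIN replicate 2, at 1.27, 1.07 and 1.02. Without T0 replicate 1, T0 replicate 3 or BIN replicate 3 it was not, at 0.86, 0.85 and 0.85. The GH10 xylanase g4476 did not change significantly, at -0.44 (standard error 0.19, edgeR adjusted p = 0.066), and its sign reversed on log2(TPM + 1) and log2(TPM + 0.1) values, at 0.01 on both. The remaining GH10 gene of Table S1 was not among the tested genes.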

### Proteins secreted by *L. sulphureus* ATCC 52600 during cultivation on pretreated plant biomass

The exoproteomes of *L. sulphureus* ATCC 52600 cultivated on lignocellulosic biomass were analyzed by tandem mass spectrometry. A total of 3328 spectra were identified, accounting for 112 proteins. This set of proteins was composed of 42 CAZymes, 8 peptidases/proteases, 8 non-CAZy oxidoreductases, 7 esterases, 5 dehydrogenases, 32 miscellaneous proteins/domains (denominated “others”), and 10 hypothetical proteins of unknown function (Additional file 1: Figure S1C and Additional file 2: Table S3). Of note, most of the proteins identified were predicted with SP.

GHs were predominant among the secreted CAZymes, accounting for 80% (34 members), followed by 6 AA members (Additional file 1: Figure S1C and Additional file 2: Table S3). Most of the GHs (62%) corresponded to enzymes with predicted activity on hemicellulose, while 5 were cellulose-active GHs. In addition, GHs with predicted activity on pectin, starch, chitin, and trehalose, as well as one PL35 alginate lyase were also secreted (Additional file 2: Table S3). Overrepresented GH families corresponded to GH18 with predicted chitinolytic activity (g5150, g834, and g10854), and GH3 represented by β-glucosidases (g2032 and g11777) and β-xylosidase (g7390). The secreted AAs array consisted of AA3 aryl alcohol oxidases (g5677, g5675, g5206, and g10342), AA5 glyoxal oxidase (g4370), and AA7 glucooligosaccharide oxidase (g9758) (Fig. 4a).

**Fig. 4:**
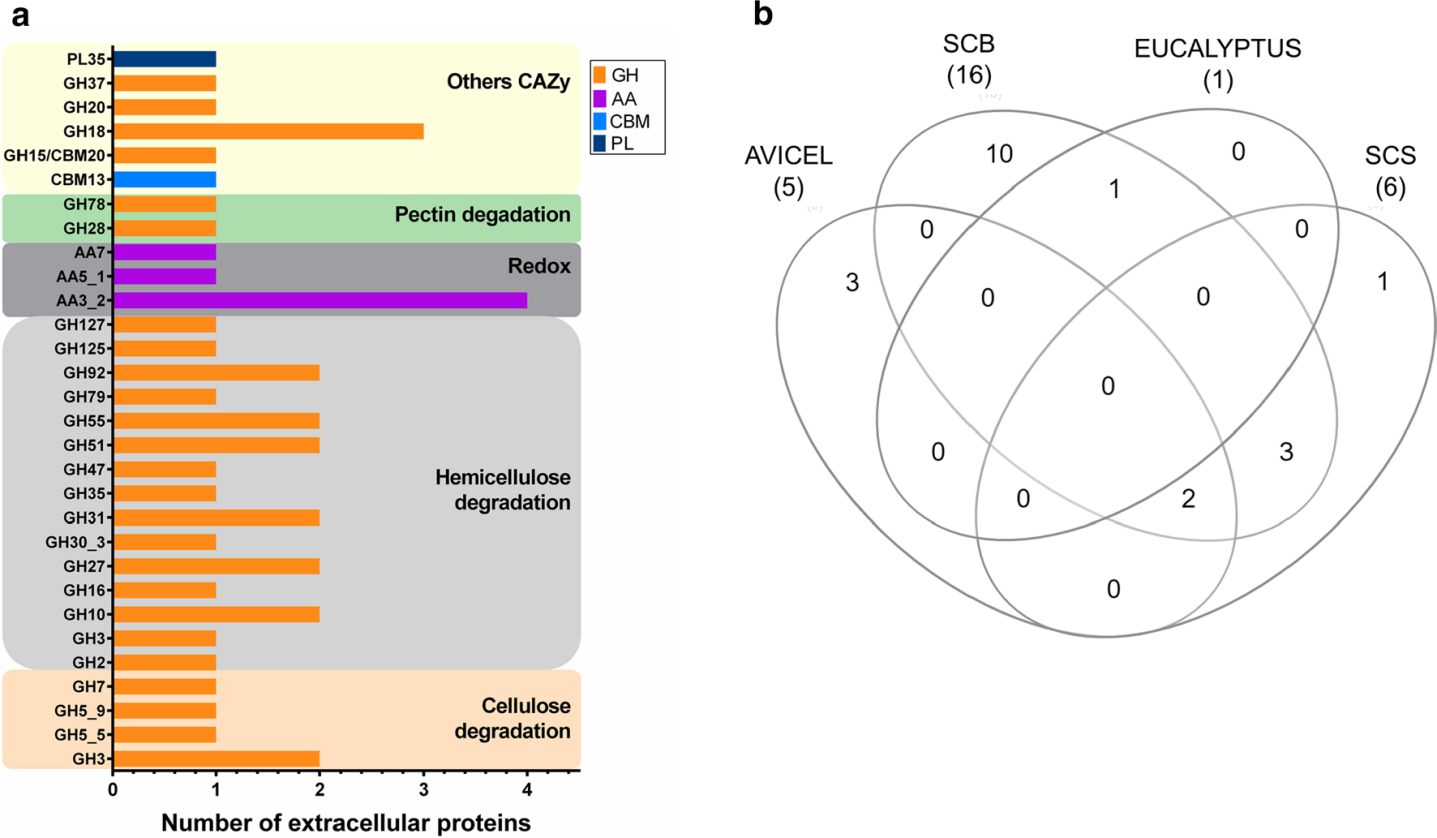
Overview of CAZymes identified in the *L. sulphureus* ATCC 52600 secretomes. **a** CAZy classes: GH: glycoside hydrolases, CBM: carbohydrate-binding module, CE: carbohydrate esterase, PL: polysaccharide lyase, and AA: auxiliary activities. **b** Venn diagrams grouping upregulated CAZymes relative to glucose. *SCB* sugarcane bagasse, *Eucalyptus:* *Eucalyptus grandis* residue, *SCS* sugarcane straw

The highest number of CAZymes was identified in the secretome produced on SCB (40 proteins), followed by 33, 30, 27, and 16 proteins identified on *Eucalyptus*, Avicel, SCS, and glucose, respectively. Differences in the CAZyme arsenal produced by *L. sulphureus* ATCC 52600 for lignocellulose degradation became evident when comparing the secretomes (Fig. 4b and Additional file 2: Table S3). A total of 16 CAZymes were secreted in all conditions, indicating constitutive secretion. The secretome produced on SCB showed the highest number of upregulated CAZymes, comprising 16 hits, out of which 10 were exclusively found in this condition. These hits corresponded to exo-type enzymes mainly related to hemicellulose degradation such as GH3 β-xylosidase (g7390), GH35 β-galactosidase (g11423), and GH47 α-mannosidase (g10983), along with GH3 β-glucosidase (g11777) and AA7 oxidoreductase (g9758). Moreover, the secretomes produced on SCB and SCS showed common upregulation of GH3 (g2032), AA3_2 (g5675), and GH20 (g8819). Interestingly, some enzymes with basal constitutive secretion in the secretome produced on glucose such as GH7 CBH (g8442), GH92 α-1,2-mannosidase (g9634), and GH18 chitinase (g834) were upregulated on Avicel. Additionally, one xylanase (g4476) was upregulated on all polymeric substrates, and one AA3_2 aryl alcohol oxidase (g10342) was exclusively upregulated on SCS. Despite the high number of proteins secreted on *Eucalyptus*, only one β-L-arabinofuranosidase (g6508) was upregulated in this condition as well as on SCB. Another remarkable characteristic was the absence of AAs in the secretome produced on Avicel. Finally, some proteins among the 17 non-CAZy classified as “others” were upregulated at least in one condition, mostly on SCB. Prominent among them were galactose oxidase (g7548) and another oxidoreductase (g9473), both showing upregulation on Avicel, SCB, and *Eucalyptus* (Additional file 2: Table S3).

### Performance of the *L. sulphureus* ATCC 52600 secretome on biomass conversion

Enzymatic activity profiles were evaluated on the *L. sulphureus* ATCC 52600 secretomes and most of the identified activities were found at higher levels on SCB. Activities were detected on arabinoxylan, β-glucan, starch, and xylan from beechwood (Additional file 1: Figure S3), corroborating the enzymes identified in the secretomes (Additional file 2: Table S3). The secretome produced on SCB was then applied for supplementing commercial enzymatic cocktails in the saccharification of pretreated lignocellulosic biomass such as sugarcane straw (grass) and pine (softwood).

Glucan conversion obtained with sugarcane straw ranged from 40 to 55% by using the commercial cocktail at 85% or 100% enzyme load, respectively. Replacing 15% of the commercial cocktail with the secretome produced on SCB increased the glucan conversion by 7% (Fig. 5a). In turn, no differences were observed in the xylan conversion, which was around 30% (Fig. 5b). Saccharification of pine lignocellulose was noticeably less efficient for both glucan (12%) and xylan (around 8%) conversion, and unresponsive to the enzymatic supplementation with the *L. sulphureus* secretome.

**Fig. 5:**
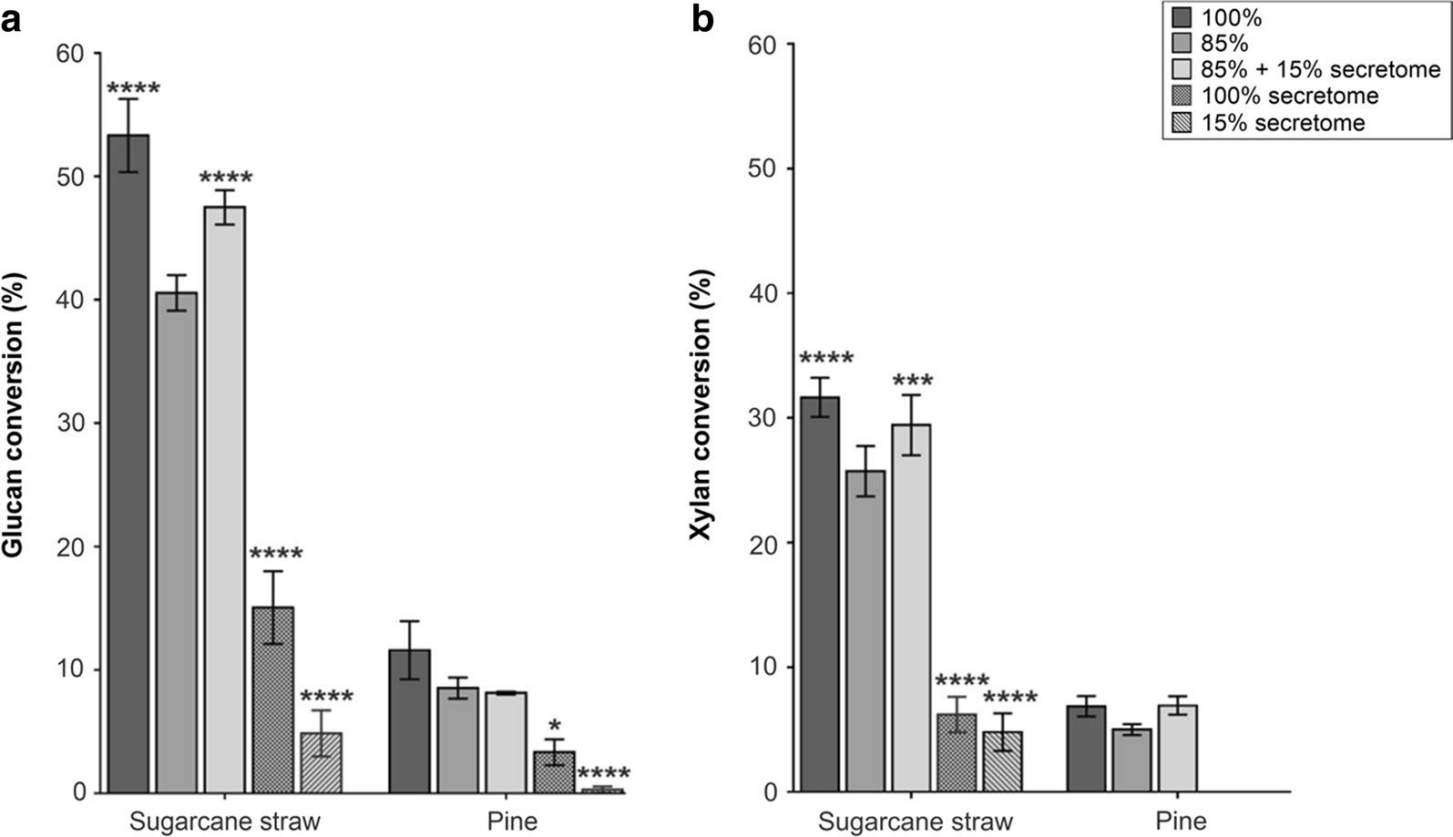
Saccharification of hydrothermally pretreated sugarcane straw and pine. **a** Glucan and **b** xylan enzymatic conversion. The reaction was performed with a mixture of Celluclast®: glucosidase from *Aspergillus niger* (5:1 w/w) supplemented with *L. sulphureus* ATCC 52600 secretome produced on SCB. Total protein load corresponds to 15 FPU/g of substrate (100%). Reactions containing 2% (w/v) solids load in 50 mM sodium acetate pH 5.0 were incubated for 48 h at 50 °C. Data correspond to mean values and standard deviations of four triplicates. Significance was analyzed using two-way ANOVA with Tukey’s test relative to the reference reaction "85% Celluclast" (95% confidence interval) and is indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

### *L. sulphureu*s ATCC 52600 genome does not resemble typical brown-rot fungi

Genomic sequencing of filamentous fungi followed by transcriptomic and proteomic approaches has been widely employed to understand the strategies of microorganisms to degrade plant biomass [23–29]. Overall, the *L. sulphureus* ATCC 52600 genome revealed only subtle differences compared to the previously sequenced *L. sulphureus* var. *sulphureus* v1.0 [22], indicating that the strains might have undergone some changes in their ecological niches to shape their genomes to the environmental conditions. Our phylogenetic analysis, providing high resolution on the evolutionary history of organisms by considering whole-genome information [29], complements the previous phylogeny of the order Polyporales [10]. The phylogenetic tree (Fig. 1) strongly supports monophyletic clades for the families within the order Polyporales. *L. sulphureus* ATCC 52600 clusters with *L. sulphureus* var. *sulphureus* v1.0 and *W. cocos* giving further support to the existence of the family *Laetiporaceae* Jülich, as previously proposed [10] and currently present in Mycoguide, but retrieved as an invalid name in MycoBank and Index Fungorum.

The genomic CAZyme content in both *L. sulphureus* strains and the closely related brown-rot Polyporales shows a typical number of GHs, CEs, PLs, and GTs compared to *W. cocos*, *P. placenta* and *F. radiculosa*, whereas a lower number of CAZymes, particularly GHs, were observed in comparison with *Fomitopsis pinicola* (Fomitopsidaceae). In turn, *L. sulphureus* ATCC 52600 shows a higher AA content than in the other genomes [9]. Additionally, the genome presents several similarities with other brown-rot genomes associated with evolutionary reductions and losses in key enzymes involved in biomass breakdown, especially cellulases and lignin-modifying enzymes [3]. Accordingly, it presents a reduced number of genes coding CAZymes from the families GH1, GH3, GH5, GH7, GH10, AA9, and CE1 along with the absence of GH6, GH11, AA3_1, CBM1, and CE15 (Additional file 2: Table S1).

Considering these reductions or absences, other enzymes may also be necessary to achieve an effective breakdown of cellulose and hemicellulose, such as the AA9 and AA14 LPMOs. AA9s perform oxidative cleavage on cellulose and other glucans with great importance in lignocellulose degradation [30], presenting an average number of 3 genes in Polyporales genomes [3, 26]. The recently established family AA14 also groups LPMOs that are widespread in fungi. Within the order Polyporales, there are 4.5 and 2.5 AA14 coding genes on average in white and brown-rot genomes, respectively [31]. This reduction pattern can also be observed for other gene reductions associated with the brown-rot lifestyle evolution. One characterized AA14 member from the white-rot *Pycnoporus coccineus* presents oxidative activity on xylans of xylan-coated cellulose fibers [31], and shares 48.8% identity with the *L. sulphureus* ATCC 52600 AA14 LPMO (Additional file 1: Figure S4).

Regarding the enzymes involved in the oxidative mechanism, AA3_1 CDHs are absent in *L. sulphureus*, as verified in *P. placenta*, *W. cocos,* and *F. pinicola* [32]. In turn, a large number of genes coding for AA3_2 (aryl alcohol oxidase and glucose 1-oxidase) and AA3_3 (alcohol oxidase) was identified, and the products H_2_O_2_ (reduction of oxygen by oxidases) and hydroquinones (reduction of quinones) can support other enzymes that are important for lignocellulose deconstruction [33]. Similarly, AA5_1 glyoxal oxidases and AA6 benzoquinone reductase, which are also involved in Fenton reagents generation [34–36], were identified (Additional file 2: Table S1). Notably, the absence of CDH may also suggest the presence of other redox partners for the AA9 and AA14 LPMOs, such as AA3_2 flavoenzymes [37] and GMC oxidoreductases, among others [38], or the peroxide production might be driving LPMOs reaction [39].

The *L. sulphureus* genome also revealed some distinctions in the lignocellulolytic repertoire. For example, the well-known lack of cellulases in brown-rot fungi is generally attributed to a reduced number of GH6/GH7 CBHs [32, 40, 41], which are absent in brown-rot Polyporales [42]*.* Our sequencing, however, identified one putative GH7 CBH (g8442) in the *L. sulphureus* ATCC 52600 genome, in accordance with a GH7 CBH previously identified in the secretome of *L. sulphureus* growing on CMC [20]. Sequence analysis shows these enzymes sharing more than 90% identity, and the phylogeny using predicted and characterized fungal CBHs reveals 65% similarity with other fungal CBHs (Additional file 1: Figure S5). Additionally, analysis of 42 fungal genomes indicates that brown rots generally have a reduced number of GH45, in a 3:1 ratio in comparison with white rots [9]. Our initial search parameters identified one putative GH45 (g10751), coinciding with a GH45 (ID 174,393) previously identified in the *L*. *sulphureus* secretome [20]. These sequences share 92.5% identity; having an expansin domain predicted by InterPro v.78.1 [43], despite the previous classification as GH45 class C [20]. Expansins are closely related to GH45 endoglucanases and have been widely found in brown-rot strains [9], playing an important function in reducing biomass recalcitrance, consequently increasing the deconstruction of lignocellulose in synergism with cellulases [44].

Lignin degradation and the importance of different lignin-active enzymes in brown rots is a matter of debate, but it is widely recognized that brown rots present a reduced number of laccases and absence of PODs class II in comparison with white-rot strains [8, 45, 46]. *L. sulphureus* ATCC 52600 has AA1_1 and AA1_3 laccases, similar to *F. pinicola*, *P. placenta,* and *W. cocos* [47]*.* Additionally, 13 predicted PODs were identified in the *L. sulphureus* ATCC 52600 genome, and two of them with predicted AA2 domain. InterPro annotation classified one of them as an intracellular POD class I, while the other (g11846) was classified as a fungal ligninase/POD class II with a predicted SP. BLAST search retrieved 87% and 66% identity with PODs class II from *L. sulphureus* var. *sulphureus* v1.0 and *W. cocos* MD-104SS10 v1.0, respectively. POD class II has been reported as a single copy in *P. placenta*, *W. cocos* and *F. pinicola* genomes [32], and the *P. placenta* peroxidase (Ppl44056) was classified as a basal peroxidase, not closely related to LiP and MnP [48]. Laccases in Polyporales are multigenic [49] and have been characterized as functional enzymes in *P. placenta* and *F. pinicola* [50–52]*,* playing a role in wood decay performed by *P. placenta* [50]. Significant lignolysis has been observed in *Gloeophyllum trabeum* (Gloeophyllales) and *P. placenta* without considering the involvement of PODs class II [6, 53]. Nevertheless, the biological importance or the precise role of these PODs II found specifically in *L. sulphureus* and other closely related brown rots are uncertain since these enzymes have not been characterized to date.

### Insights into the *L. sulphureus* ATCC 52600 biomass deconstruction mechanism

Several omics studies analyzing brown-rot fungi with significant taxonomic and niche distances such as *W. cocos, F. radiculosa, P. placenta, G. trabeum,* and *Serpula lacrymans* (Boletales), cultivated in different conditions show the common presence of a two-step mechanism involved in biomass deconstruction [8, 25, 48, 54–60]. The initial oxidoreductive step is estimated to persist for 48 h [8], which can be correlated with both the observed slow growth of *P. placenta* in cellulose and spruce [56] and the *L. sulphureus* growth and glucose consumption in liquid medium (Additional file 1: Figure S2C).

The transcriptome data of a short cultivation period reveal a series of upregulated genes related to the oxidative mechanism, probably induced by the recalcitrance of the non-pretreated sugarcane bagasse (Fig. 3 and Additional file 2: Table S2). 

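The genes of each class with the largest rise were measured at the following levels. The alcohol dehydrogenase g6600 rose from 14.2 ± 1.49 to 208 ± 28.4 TMM-normalized CPM (SD, n = 3), a log2 fold change of 3.88 (standard error 0.13, edgeR adjusted p = 3.71e-08). The cytochrome P450 gene g4169 rose by 3.17 on the log2 scale (standard error 0.22, edgeR adjusted p = 2.5e-06), and the aldo/keto reductase g5476 by 2.95 (standard error 0.19, edgeR adjusted p = 1.33e-06). The redox gene g5203 rose from 40.8 ± 19.0 to 1040 ± 470 TMM-normalized CPM (SD, n = 3). The gene listed as hydroquinone dehalogenase, g10071, rose from 59.0 ± 2.09 to 660 ± 71.8 (SD, n = 3), a log2 fold change of 3.48 (standard error 0.11, edgeR adjusted p = 3.36e-08). The calls of these 5 genes were the same in all 18 alternative settings.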

The most upregulated transcripts include alcohol dehydrogenase, cytochrome P450, aldo/keto reductases, and redox genes involved in the generation of hydrogen peroxide, while hydroquinone dehalogenase is involved in hydroquinone production that initiates Fenton reaction by carrying Fe^3+^ [61]. Moreover, the presence of AA6 quinone reductases suggests that this enzyme takes part in the quinone redox cycle supporting Fenton chemistry, as previously observed in *P. placenta* [48], while also playing a role in the detoxification process [5]. Such observations are consistent with a biodegradative role of Fenton chemistry occurring during early cultivation of *L. sulphureus* on SCB, as verified in other brown-rot transcriptomes [9, 62, 63].

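The single AA6 gene of Table S1, g3022, was measured at 131 ± 30.6 TMM-normalized CPM in T0 and 1967 ± 236 in BIN (SD, n = 3). Each BIN library lay above each T0 library, and the log2 fold change stayed between 3.79 and 4.10 with each library left out in turn. It was 4.05 with library size alone and 4.07 with the trend on gene length removed.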

Regarding CAZymes (Fig. 3a and Additional file 2: Table S2), previous brown-rot transcriptomic studies similarly revealed a small set of cellulases and hemicellulases with predicted activity on glucans and mannans [8, 48]. The upregulation of some cellulases and hemicellulases supports the existence of inducing mechanisms, which may depend on substrate exposure and availability but operating differently than reported for white-rot basidiomycetes or ascomycetes [56]. Additionally, the upregulation of two AA1 laccases indicates an ability to partially oxidize lignin. On the other hand, two other AA1 laccases, as well as two non-CAZy peroxidases were downregulated, so the importance of ligninases for this fungus remains unclear (Fig. 3a and Additional file 2: Table S2). 

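The AA1_1 gene g6686 was measured at 157 ± 40.7 TMM-normalized CPM in T0 and 21.8 ± 1.86 in BIN (SD, n = 3). For g6683 the T0 libraries were at 262, 17.6 and 57.6 and the BIN libraries at 13.0, 11.4 and 14.8 TMM-normalized CPM, so that the fall rested mostly on T0 replicate 1. Without that library the log2 fold change was -1.53, and over the 6 fits that each left out one library it lay between -3.59 and -1.53. With DESeq2 in place of edgeR the gene was called lower (log2 fold change of -3.10, DESeq2 adjusted p = 0.00349), as it was without T0 replicate 1, without T0 replicate 2, and on log2(TPM + 1) and log2(TPM + 0.1) values. The peroxidases g7552 and g7863 were lower, with edgeR adjusted p of 0.000161 and 1.08e-05, and the log2 fold change of g7863 was -1.61 (standard error 0.15). None of the other 9 tested peroxidases of Table S1 was called, with log2 fold changes of up to 0.78.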

Transcripts of AA9 and AA14 LPMOs were upregulated, but not secreted, corroborating the concept of LPMOs being produced by fungi during early biomass degradation [62, 64, 65]. 

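The AA9 gene g4622 was measured at 131 ± 36.3 TMM-normalized CPM in T0 and 441 ± 118 in BIN (SD, n = 3), and the AA14 gene g2453 at 13.8 ± 4.58 and 46.3 ± 1.73 (SD, n = 3). Each family has 2 genes in Table S1, and the other members did not rise. The AA9 gene g8320 had a log2 fold change of 0.07 (standard error 0.14, edgeR adjusted p = 0.659), which was -5.02e-04 without BIN replicate 1. The AA14 gene g2443 was lower, with a log2 fold change of -1.05 (standard error 0.09, edgeR adjusted p = 6.54e-06), close to the threshold, which it did not pass with library size alone, at -0.91, without T0 replicate 3, at -0.98, on log2(TPM + 1) and log2(TPM + 0.1) values, at -0.59 and -0.61, or with glmTreat.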

Our data indicate that *L. sulphureus* adopts mechanisms to integrate enzymatic and non-enzymatic systems at initial stages of brown-rot decay, as previously reported in *G. trabeum* [65]. Of note, the biological importance of LPMOs for brown-rot fungi remains unclear since their secretion has only been identified in *G. trabeum* growing on lignocellulose [48].

Furthermore, the growing of *L. sulphureus* on pectin and the upregulation of pectinases transcripts (Additional file 1: Figure S2A and B and Additional file 2: Table S2) support the mechanism in which pectin degradation also occurs in the early stage of degradation as previously observed in *P. placenta* and *G. trabeum*. 

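The 7 genes listed for pectin degradation in Table S2 were all called higher, with log2 fold changes of 1.15 to 2.07, and the count was 7 in each fit that left out one library. With glmTreat the count was 6. Table S2 lists genes that the study called on these same libraries, so these counts do not test pectin-active genes as a group. The GH78 α-rhamnosidase g11126 rose from 10.5 ± 2.00 to 43.7 ± 8.92 TMM-normalized CPM (SD, n = 3), a log2 fold change of 2.07 (standard error 0.19, edgeR adjusted p = 1.28e-05). The GH88 gene g3307 rose by 1.93 on the log2 scale (standard error 0.23, edgeR adjusted p = 6.82e-05). Of the 7 tested GH28 polygalacturonases, g9665 and g5621 were higher, at 1.56 (standard error 0.22, edgeR adjusted p = 0.000167) and 1.49 (standard error 0.20, edgeR adjusted p = 0.000285), and the others were not called. g5621 was the more abundant of the pair, with 113 ± 21.9 TMM-normalized CPM in BIN against 6.89 ± 1.02 for g9665 (SD, n = 3).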

Pectin removal by pectinases may facilitate the access of other enzymes to the plant cell wall components [8, 56, 57].

In contrast to the transcriptome, our secretome data (7-day cultivation) represents a late hydrolytic decay profile [56], which is supported by the absence of AAs in the secretome produced on Avicel. A core set of constitutive CAZymes was identified, comprising some GHs with predicted activity on cellulose and a wide diversity of GHs acting on glucans, xylan, mannans, trehalose, starch, and chitin (Additional file 2: Table S3). Apart from the xylan-active enzymes, the hemicellulase set is very similar to the profile observed in the transcriptome. This complete set of hemicellulases found in brown rots [56] allows the fungus to obtain energy sources from diverse substrates, providing an increase in survival capability under different environmental conditions.

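Of the 21 proteins listed for hemicellulose degradation in Table S3, 19 had a tested transcript. After 24 h on bagasse, 5 of these transcripts were higher than in T0, 4 were lower and the others were not called. Over all CAZymes of Table S1, 13 of the 38 tested genes whose proteins are listed in Table S3 were lower and 9 higher, and 21 of the other 219 were lower (odds ratio for being lower 4.90, two-sided Fisher's exact test, p = 2.27e-04). The test treats genes as independent replicates, which they are not, so this p-value may be too small. The secretomes came from 7-day cultures on glucose, Avicel, and steam-exploded sugarcane bagasse, straw and *Eucalyptus*. None was made on the in natura bagasse of the transcriptome, and their proteins were not quantified here.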

Additionally, regulatory mechanisms may take place after the sensing and transport of inducers, resulting in the secretion of a repertoire of CAZymes targeted to substrate degradation. In that sense, differences in the enzymatic arsenal can be observed in the secretomes of *L. sulphureus* produced on grass and wood-derived substrates, which typically present different compositions [66, 67]. The secretome produced on SCB showed the highest diversity of upregulated proteins probably due to substrate recalcitrance and pretreatment characteristics [68, 69].

Endoglucanases are poorly secreted by *L. sulphureus,* apparently playing a minor role in cellulose degradation, despite the importance of processive endoglucanases in brown rots [70]. Two GH3 β-glucosidases are upregulated on SCB and notably the GH7 CBH undergoes upregulation exclusively on Avicel. These data, in addition to the basal secretion of some CAZymes commonly found in all substrates, show that CBH is inducible and it is not under carbon catabolite repression, as verified for the endoglucanase from *G. trabeum* [71] or cellulases from *P. placenta* [56]*.* However, the gene encoding GH7 CBH is not differentially expressed (transcriptome—early stage), and the secretion of endoglucanases and β-glucosidases as well as oxidative agents, may compensate for that low expression in early stages [4, 6].

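The single GH7 gene of Table S1, g8442, was measured at 13.5 ± 0.598 TMM-normalized CPM in T0 and 8.08 ± 1.34 in BIN (SD, n = 3). Its log2 fold change of -0.74 was significant (standard error 0.14, edgeR adjusted p = 0.00135) but smaller than the threshold of 1. With each library left out in turn the log2 fold change lay between -0.85 and -0.61, and it was -0.60 with library size alone. With the trend on gene length removed it was -0.96, just short of the threshold. In TPM the fall was smaller, from 5.58 ± 0.562 in T0 to 4.51 ± 0.688 in BIN (SD, n = 3).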

In addition to the constitutive hemicellulases, a diversity of enzymes acting on glucan and mannan (mannosidases and α-galactosidases) were upregulated at both early and late response to biomass degradation (Additional file 2: Tables S2 and S3) corroborating a natural preference of brown rots for softwoods [1, 3, 7, 59]. 

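Among the mannan-active and galactan-active genes called in the transcriptome, the GH27 α-galactosidase g4275 rose from 24.9 ± 1.69 to 121 ± 10.2 TMM-normalized CPM (SD, n = 3), a log2 fold change of 2.28 (standard error 0.09, edgeR adjusted p = 9.09e-08). The GH2 β-mannosidase g11656 rose from 66.0 ± 0.133 to 200 ± 13.2 (SD, n = 3), a log2 fold change of 1.60 (standard error 0.08, edgeR adjusted p = 1.89e-07). Of the 5 tested GH47 genes, 2 were higher and 1 was lower, and of the 3 tested GH92 genes, 1 was lower. The higher GH47 genes, g7000 and g3731, fell below the threshold with the trend on gene length removed, at 0.96 and 0.80. The gene g1405, listed as a GH71 α-galactosidase, was lower, at -2.61 (standard error 0.15, edgeR adjusted p = 7.14e-07). Among the glucan-active families, 3 of the 18 tested GH16 genes were higher and 1 lower, and 2 of the 4 tested GH55 genes were higher and 1 lower.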

There is evidence that hemicellulose loss progresses faster than cellulose loss in coniferous wood decay performed by *G. trabeum*, *F. pinicola, W. cocos* and *L. sulphureus* [72, 73]. Additionally, our secretome data show that *L. sulphureus* targets hemicellulose as part of the hydrolytic late response. Several enzymes active on xylan, the main hemicellulose in grasses [74], were secreted by *L. sulphureus*, i.e., one GH10 xylanase is upregulated on Avicel and SCB, while the production of another GH10 xylanase is constitutive. Also, one β-xylosidase is upregulated on SCB, while two α-L-arabinofuranosidases are widely secreted on the polymeric substrates (Additional file 2: Table S3). Moreover, transcripts of other arabinoxylan-degrading enzymes do not show early upregulation; rather, one GH30 xylanase and one GH51 arabinofuranosidase are downregulated (Additional file 2: Table S2). This result shows that *L. sulphureus* can adapt the metabolism to the degradation of a grass substrate, despite other brown rots from the Antrodia clade have been reported to be inefficient in the degradation of corn stalk [75].

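The GH51 arabinofuranosidase g7154 fell from 239 ± 48.7 to 59.5 ± 5.07 TMM-normalized CPM (SD, n = 3), a log2 fold change of -2.01 (standard error 0.14, edgeR adjusted p = 3.29e-06). The other GH51 gene of Table S1 was not called, with a log2 fold change of 0.85. For the GH30_3 gene g1211 the log2 fold change stayed between -2.79 and -2.60 with each library left out in turn. The GH115 α-glucuronosidase g6326 was called higher in all 18 alternative settings, with 20.1 ± 1.07 TMM-normalized CPM in BIN against 8.06 ± 0.675 in T0 (SD, n = 3).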

Despite the ability of *L. sulphureus* to grow on xylan and galactomannan (Additional file 1: Figure S2A and B), in addition to the presence of some cellulases and several hemicellulases in the late-response secretome (Additional file 2: Table S3), biomass conversion was low, especially for softwood (Fig. 5). The lack of mannanases in the commercial cocktail [76] and the SCB secretome may be a possible explanation for the ineffective degradation of the pine biomass. Indeed, brown-rot fungi are known to grow and modify pine and other softwoods [73, 77, 78]; however, softwood is among the most recalcitrant lignocellulosic substrates for enzymatic processes, requiring severe pretreatment conditions as well as higher enzyme doses than hardwood or grass substrates [79]. Lignin content, larger amounts of extractive components, and smaller pore size are additional characteristics that may be further contributing to the poor degradation of this lignocellulose [80].

In Fig. 6**,** an overview of the *L. sulphureus* strategies for biomass deconstruction is proposed based on our multi-omics data. Our results are consistent with a temporal two-step oxidative–hydrolytic mechanism for the degradation of lignocellulose, while also demonstrating that this fungus does not resemble typical brown-rot fungi in many aspects, thus contributing to the weak dichotomy between white- and brown-rot strains, as previously proposed [26]. Additional data applying biological approaches such as gene deletion and analysis of wood decay, as well as biochemical characterization of the enzymes would contribute to further address this question.

**Fig. 6:**
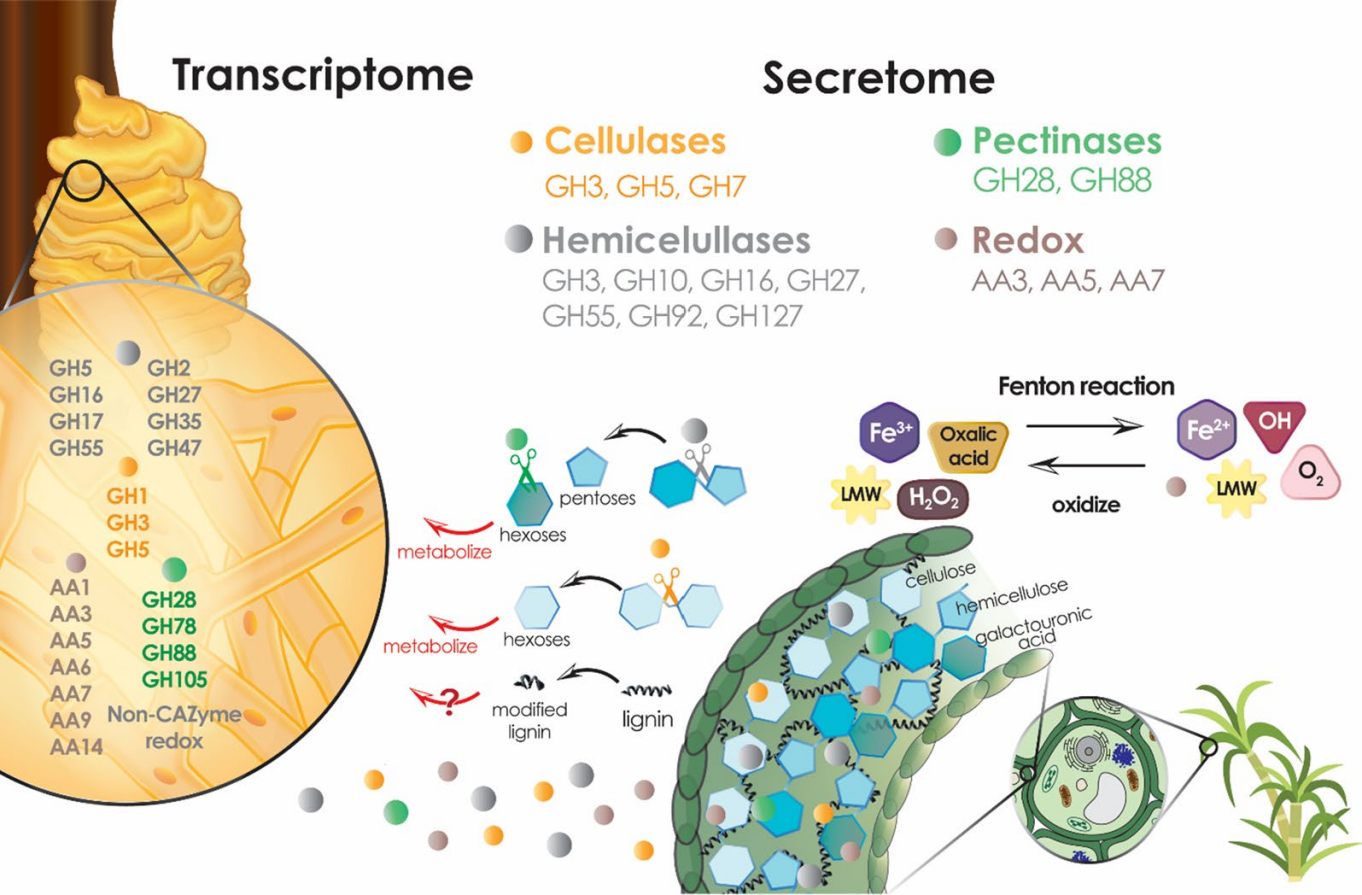
Biomass degradation mechanism from *L. sulphureus* ATCC 52600. Multi-omics analysis showing the range of CAZymes induced in response to sugarcane lignocellulose. The scheme represents the main CAZymes found in the transcriptome (in the basidium stem) and secretome analysis responsible for lignocellulose deconstruction and lignin modification by the oxidative mechanism, involving CAZymes, low-molecular-weight (LMW) compounds, and Fenton reaction. In parallel, monomers released from holocellulose are metabolized, unlike lignin, which remains partially degraded

## Conclusions

Genome sequencing and analysis of expression and secretion patterns contributed to elucidate the mechanism involved in lignocellulose degradation by *L. sulphureus* ATCC 52600. In many aspects, this brown-rot fungus presents similarities with other model brown rots, while not resembling typical brown rots, especially due to the notable presence of cellobiohydrolase and POD class II. The transcriptomic analysis using highly recalcitrant biomass at a short cultivation period demonstrated the presence of early oxidative response, as well as other hallmarks of an early response such as the upregulation of pectinases and oxidative enzymes, including LPMOs. The late response was evaluated by proteomic analysis of secretomes produced on cellulose, and lignocellulose from grass (sugarcane bagasse and straw), and hardwood (*Eucalyptus*). Overall, the secretome profiles showed a common set of CAZymes in different conditions, with only subtle differences in the secretion of specific enzymes. Some cellulases displayed constitutive secretion while a more complex regulatory mechanism may be occurring for enzymes acting on xylan degradation. Another remarkable characteristic is the absence of AAs in the degradation of crystalline cellulose, but not in the degradation of lignocellulosic substrates.

## Methods

### Strain maintenance

*L. sulphureus* ATCC 52600 was purchased from Fundação André Tosello (CCT 4694). The strain was routinely maintained on solid media composed of 20 g/L malt extract and 2 g/L yeast extract and incubated for 7–10 days at 30 °C.

### DNA extraction and sequencing

DNA extraction from mycelia was performed using phenol–chloroform, followed by RNAse treatment. High-quality DNA was obtained using the DNeasy Kit (Qiagen). Three Illumina libraries were constructed, a paired-end library with a 300-bp insert and two mate-pair libraries with 5–7 and 8–11 kb, according to the manufacturer's instructions. The libraries were sequenced on an Illumina HiSEq 2500 platform.

### Genome assembly and annotation

Paired-end and mate-pair reads (2 × 100pb) were filtered by quality and presence of adaptors using Trimmomatic v0.32 [81] and NextClip [82] default parameters, respectively. The genome was de novo assembled using Velvet v.1.2.10 [83] with kmer = 55. The resulting assembly was scaffolded by SSPACE v3.0 [84] and the mate-pair reads, and further refined by Pilon version 1.16 [85]. The completeness of the genome was assessed using Benchmarking Universal Single-Copy Orthologs (Busco) [86] and the prediction was performed using BRAKER1 [87], which applies GeneMart-ET and AUGUSTUS along with RNA-seq alignments for gene prediction. Predicted protein sequences were functionally annotated by searching for homologous sequences in the SwissProt [88], EggNOG [89], and Pfam [90] databases. Signal peptides (SP), transmembrane regions, and ribosomal genes were predicted using SignalP v.4.0 [91], TMHMM [92], and ITSx using fungal models, respectively. Carbohydrate transporters were identified and classified according to the PFAM 00,083.21 [29] and enzymes associated with LMW metabolism were classified using Gene Ontology (http://geneontology.org). Comprehensive analysis of CAZymes was carried out using HMM-based dbCAN v.8 [93], HMMER (E-Value < 1e-15, coverage > 0.35), DIAMOND (E-Value < 1e-102), and Hotpep (Frequency > 2.6, Hits > 6).

### Phylogenetic analysis

The phylogenomic relationship of *L. sulphureus* ATCC 52600 and its closest described relatives of the family *Laetiporaceae* was determined based on orthologs single-copy genes using FastOrtho tool (https://github.com/olsonanl/FastOrtho). The protein sequences of each 601 single-copy orthologous genes present in 31 basidiomycete genomes closely related to the family *Laetiporaceae* and *L. sulphureus* ATCC 52600 were aligned by Mafft v.7.299 [94] and the resulting individual alignments were concatenated to create a supermatrix using FASconCAT-G v.1.02 [95]. Evolutionary distance was inferred using maximum likelihood with RAxML v.8.2.0 [96], implementing PROTGAMMAWAG model and performing 1000 bootstrap replicates to evaluate the reliability of the reconstructed phylogenetic tree.

### Cultivation conditions for transcriptome analysis

Pre-inoculum, consisting of 15 discs (8 mm diameter) of *L. sulphureus* ATCC 52600 pre-cultivated on agar plates, was inoculated into 100 mL of liquid medium and incubated under 180 rpm for 7 days at 30 °C. Mycelia were then filtered and washed with water and transferred to liquid medium containing 1.0 g of in natura sugarcane bagasse and 100 mL of medium pH 7.0 composed of 6 g/L (NH_4_)_2_SO_4_, 1 g/L KH_2_PO_4_, 1 g/L KCl, and 1 g/L MgSO_4_. Cultivation was performed under 180 rpm for 24 h at 30 °C. Mycelia and substrate mixtures were collected by filtration, washed with sterile water, manually dried in filter paper, and stored at -80 °C before RNA extraction. Mycelium from the pre-inoculum was used as a standard before induction (T_0_).

### RNA extraction and sequencing

The mycelium was ground with liquid nitrogen and total RNA extraction was performed with mirVana™ Total Isolation Kit (Thermo Fisher), according to the manufacturer's instructions. The resulting solution was treated with DNAse (DNA-Free RNA Kit, Zymo Research) and purified with RNeasy Kit (Qiagen), and quality was verified using RNAnano Bioanalyzer 2100 chip (Agilent). cDNA libraries were prepared according to the manufacturer's instructions and sequenced on the Illumina HiSEq 2500 platform.

### Bioinformatics analysis of RNA-seq data

Reads were processed as described previously for the genome libraries and evaluation and filtration of the rRNAs were performed using SortmeRNA. The filtered data were mapped into the *L. sulphureus* ATCC 52600 reference genome sequenced in this work using the Tophat2 algorithm [97]. Differential gene expression analysis was based on counting data and performed with the Bioconductor DESeq2 package [98] using the R platform, by paired comparisons against the control condition. Transcripts showing differential expression (log2-fold change ≥ 1 and ≤ − 1) relative to the non-induced condition (T0) were determined by applying *p* ≤ 0.05 as the threshold.

### Carbohydrate metabolism and glucose consumption

Mycelia discs were excised from the border of the colony growing on potato dextrose agar plates and transferred to the center of minimal medium agar plates [99] supplemented with 1% (w/v) of the following substrates: glucose, arabinose, galacturonic acid, xylose, lactose, cellobiose, galactose, xylan from beechwood, pectin from citrus, and galactomannan from carob. Cultivation was performed in six replicates for 7 days at 30 °C, and growth rates were estimated from the daily measurement of the colony area using the software ImageJ 1.52a [100]. For cultivation in liquid medium, 15 mycelial discs were transferred into 250-mL Erlenmeyer flasks containing 100 mL of liquid minimal medium pH 5.5 supplemented with 1% (w/v) glucose for 7 days under static conditions at 30 °C. Cultivation was performed in triplicate and samples were taken at 6, 12, 24, 48, 72, 96, and 120 h of cultivation. Residual glucose was measured by high-performance liquid chromatography (HPLC), as described below.

### Cultivation conditions for proteomic analysis

#### Pre-inoculum

*L. sulphureus* ATCC 52600 was grown on potato dextrose agar plates pH 5.5 at 25 °C. After 7 days of cultivation, 15 mycelium discs (8 mm diameter) were excised from the colony border and transferred to 250-mL Erlenmeyer flasks containing 50 mL of liquid medium composed of 0.5 g/L NH_4_CH_3_CO_2_, 0.5 g/L NaNO_3_, 0.5 g/L MgSO_4_, 0.2 g/L Na_2_HPO_4_, 0.8 g/L KH_2_PO_4_, 4.0 g/L yeast extract, and 10.0 g/L glucose. The pre-inoculum was incubated for 21 days under static conditions at 30 °C.

#### Cultivation

Pre-grown mycelia were removed by filtration, washed with distilled water, transferred to a 50-mL conical tube, and manually macerated with 2 g of glass beads. The macerated mycelia were then transferred to 250-mL Erlenmeyer flasks containing 50 mL minimal medium pH 5.5 supplemented with 1% (w/v) steam-exploded sugarcane bagasse (SCB), steam-exploded sugarcane straw (SCS), steam-exploded *Eucalyptus* residue (*Eucalyptus grandis*), Avicel® PH-101 (Sigma), and glucose. Cultivation was performed in triplicate under static conditions for 7 days at 30 °C.

### Mass spectrometry and data analysis

Cultivation supernatants (secretomes) were filtered with Miracloth (Millipore), centrifuged (13,000* g*, 20 min, 4 °C), and concentrated using 10-kDa cut-off Amicon Centrifugal Filter Units (Millipore). Protein concentration was measured with the Pierce BCA Protein Assay kit (Thermo Scientific) using BSA as standard. Secretomes (20 µg) partially resolved on 12% SDS-PAGE [101] were excised, reduced, and digested with 20 mg/ml trypsin (Promega) [102]. After extraction, samples were dried under vacuum and peptide mixtures were analyzed in LTQ Velos Orbitrap-activated, as described elsewhere [103].

Spectra data were annotated based on the *L. sulphureus* ATCC 52600 genome. The adjusted conditions to validate protein identification were protein probability thresholds higher than 99% and at least 2 different peptides identifying a protein, each with 95% certainty. Once the parameters were defined, a 0.0% false discovery rate (FDR) was generated and spectrum count data were analyzed in a semi-quantitative method. Spectra counts are equivalent to the total number of standard spectra assigned to each protein and are commonly used to determine relative abundance [104]. As the spectra counting methodology was used for analysis, FDR was designated as one of the parameters to determine the reliability of the experimental data. FDR was defined as the expected correspondent percentage of each peptide spectrum [105]. Initially, a score was assigned to each peptide (primary analysis) performed with Mascot Distiller software. Subsequently, Mascot data were analyzed by Scaffold 4 Proteomic software attributing the number of spectra to the abundance and FDR to the reliability of the results. By using average spectra outputs from Scaffold 4, differentially secreted proteins were identified according to their spectra counting and quantitative values were applied to normalize the counts. The statistical analysis of the spectra was performed by the t-test (*p* ≤ 0.05) and fold change by category, using data from cultivation with glucose as standard.

GO terms were analyzed and identified in the topGO platform (https://bioconductor.org/packages/release/bioc/html/topGO.html) using the following tools: basic local alignment search (BLAST) (https://blast.ncbi.nlm.nih.gov/Blast.cgi), PFAM (https://pfam.xfam.org/), and MEROPS (https://merops.sanger.ac.uk/). Parameters used to run BLASTp were: E-value ≤ 40, identity ≥ 40%, and consultation coverage ≥ 80%. Classification of CAZymes and carbohydrate-binding modules (CBM) was performed on dbCAN v.8 (www.csbl.bmb.uga.edu/dbCAN). The presence of at least three representative members was established to define a classification group. Prediction of signal peptide (SP) and non-classical protein secretion were verified using SignalP 4.1 (www.cbs.dtu.dk/services/SignalP) and SecretomeP 2.0 (www.cbs.dtu.dk/services/SecretomeP/), respectively.

### Activity on different substrates

Enzymatic assays were performed using 50 μl of the following substrates: 5 mM 4-nitrophenyl β-D-cellobioside, 4-nitrophenyl β-D-xylopyranoside and 4-nitrophenyl β-D-glucopyranoside, and 0.5% (w/v) polygalacturonic acid, starch, CMC, xylan from beechwood (Sigma), wheat arabinoxylan, β-glucan and galactomannan (Megazyme). Assays were performed using 1 μg protein of the concentrated secretomes in 50 mM ammonium acetate buffer pH 5.5 for 4 h at 50 °C. Assays with the synthetic substrates were stopped with 100 μl of 1 M sodium bicarbonate and the released 4-nitrophenolate was measured at 405 nm. Reactions with polymeric substrates were stopped with 100 μl of 3,5-dinitrosalicylic acid (DNS) and the released reducing sugars were measured at 540 nm [106]. All assays were performed in triplicate. One enzyme unit (1 U; μmol/min) corresponds to the amount of enzyme that catalyzes the conversion of one micromole of substrate per minute under the assay conditions.

### Enzymatic saccharification

Grass (sugarcane straw) and pine softwood (*Pinus* sp) lignocellulose were milled (1.0 cm length × 1.0 mm thickness), followed by hydrothermal pretreatment and composition characterization [107, 108]. Saccharification reactions were performed in 1 mL working volume with substrate load at 2% (w/w) solids in 50 mM sodium acetate buffer pH 5.0 at 50 °C up to 48 h in a Thermomixer under 1000 rpm agitation. The *L. sulphureus* secretome produced on SCB (as described above) was evaluated by replacing 15% of protein load from commercial enzymatic cocktails. FPAse activity was previously assayed in the enzymatic cocktail [109, 110] and the total protein load (equivalent to 15 FPU) was the combination 5:1 (w/w) Celluclast®:glucosidase from *Aspergillus niger* (Merck) per gram of dry substrate (Celluclast® at 150 mg protein/mL corresponding to 115 FPU/mL). Assays were performed in four replicates and the released sugars were measured by HPLC, as described below. Biomass conversion was calculated using glucan/xylan content in the biomass (pretreated/native) and the anhydrous correction factors of 1.13 for xylose and 1.1 for glucose [108, 111, 112].

### HPLC analysis

Glucose, xylose, and cellobiose were quantified in a liquid chromatography system (Waters 515 Pump, Water 717 plus Injector/Sampler) coupled to an Aminex HPX87H (300 × 7.8 mm) column and equipped with a refractive index (RI) detector (Waters 410). Detector and column temperatures were set, respectively, to 40 and 45 °C; 50 mM H_2_SO_4_ was used as a mobile phase at 0.6 ml/min flow rate; and 20 μl injection volume.

## Supplementary Information

**Additional file 1**: **Figure S1**. Overview of *L. sulphureus* ATCC 52600 multi-omics analysis. Distribution of CAZymes and redox Non-CAZymes presented in the (A) genome and (B) transcriptome. (C) Categorization of all protein identified on the secretomes. **Figure S2**. Analysis of *L. sulphureus* ATCC 52600 growth on different carbohydrates. (A) Growth for 7 days on agar plates supplemented with different carbohydrates. (B) Growth rate estimated by colony area measurement. Values expressed relative to glucose. (C) Relative glucose consumption measured using HPLC during growth in liquid medium. Growth rates were analyzed using two-way ANOVA with Tukey’s test, indicated as follows: *p<0.05, **p<0.01, ***p<0.001. **Figure S3**. Enzymatic activity profile of *L. sulphureus* ATCC 52600 secretomes. Enzymatic assays containing the different secretomes (Avicel; SCB: sugarcane bagasse; Eucalyptus: Eucalyptus grandis residue, SCS: sugarcane straw and glucose) were carried out in 50 mM sodium acetate buffer pH 5.5 for 240 min at 50 °C. Activities were analyzed assuming the secretome produced on SCB as control by two‑way ANOVA with Tukey’s test (95% confidence interval), indicated as follows: *p<0.05, **p<0.01, ***p<0.001. Reducing sugars were measured using the DNS method. **Figure S4**. Multiple AA14 sequence alignment. The alignment was generated by Clustal using two characterized lytic polysaccharide monooxygenases (LPMOs) from *Pycnoporus coccineus* CIRM-BRFM 310 (PcAA14A and PcAA14B) and two putative AA14 found in the *L. sulphureus* ATCC 52600 genome. Red boxes highlight the conserved amino acid residues constituting the histidine brace, a hallmark of LPMOs. **Figure S5**. Multiple alignment of GH7 amino acid sequences. (A) Alignment was performed by Clustal using basidiomycete cellobiohydrolases with identity higher than 65% (GenBank: KIY52887, VDC00014, and OBZ74435). (B) Phylogenetic tree of GH7 amino acid sequences, which includes 14 characterized cellobiohydrolases according to UniProt, which are from *Aspergillus aculeatus*, *Aspergillus niger*, *Aspergillus terreus*, *Aspergillus fischerianus*, *Aspergillus fumigatus*, *Aspergillus nidulans*, *Penicillium funiculosum*, and *Phanerochaete chrysosporium*.

**Additional file 2**: **Table S1**. Main genes involved in brown-rot wood decay identified in *L. sulphureus* ATCC 52600 genome. **Table S2**. Differential expression of CAZymes in the transcriptome of L. sulphureus ATCC 52600. **Table S3**. Proteins identified with statistical significance in the exoproteomes of L. sulphureus ATCC 52600 cultivated on different substrates.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus with the GEO accession number GSE151004.

# Supplementary material for: Multi-omics analysis provides insights into lignocellulosic biomass degradation by Laetiporus sulphureus ATCC 52600
**Source:** Biotechnol Biofuels. 2021 Apr 17;14:96. doi: 10.1186/s13068-021-01945-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Overview of L. sulphureus ATCC 52600 multi-omics analysis. Distribution of CAZymes and redox Non-CAZymes presented in the (A) genome and (B) transcriptome. (C) Categorization of all protein identified on the secretomes. Figure S2. Analysis of L. sulphureus ATCC 52600 growth on different carbohydrates. (A) Growth for 7 days on agar plates supplemented with different carbohydrates. (B) Growth rate estimated by colony area measurement. Values expressed relative to glucose. (C) Relative glucose consumption measured using HPLC during growth in liquid medium. Growth rates were analyzed using two-way ANOVA with Tukey’s test, indicated as follows: *p<0.05, **p<0.01, ***p<0.001. Figure S3. Enzymatic activity profile of L. sulphureus ATCC 52600 secretomes. Enzymatic assays containing the different secretomes (Avicel; SCB: sugarcane bagasse; Eucalyptus: Eucalyptus grandis residue, SCS: sugarcane straw and glucose) were carried out in 50 mM sodium acetate buffer pH 5.5 for 240 min at 50 °C. Activities were analyzed assuming the secretome produced on SCB as control by two‑way ANOVA with Tukey’s test (95% confidence interval), indicated as follows: *p<0.05, **p<0.01, ***p<0.001. Reducing sugars were measured using the DNS method. Figure S4. Multiple AA14 sequence alignment. The alignment was generated by Clustal using two characterized lytic polysaccharide monooxygenases (LPMOs) from Pycnoporus coccineus CIRM-BRFM 310 (PcAA14A and PcAA14B) and two putative AA14 found in the L. sulphureus ATCC 52600 genome. Red boxes highlight the conserved amino acid residues constituting the histidine brace, a hallmark of LPMOs. Figure S5. Multiple alignment of GH7 amino acid sequences. (A) Alignment was performed by Clustal using basidiomycete cellobiohydrolases with identity higher than 65% (GenBank: KIY52887, VDC00014, and OBZ74435). (B) Phylogenetic tree of GH7 amino acid sequences, which includes 14 characterized cellobiohydrolases according to UniProt, which a

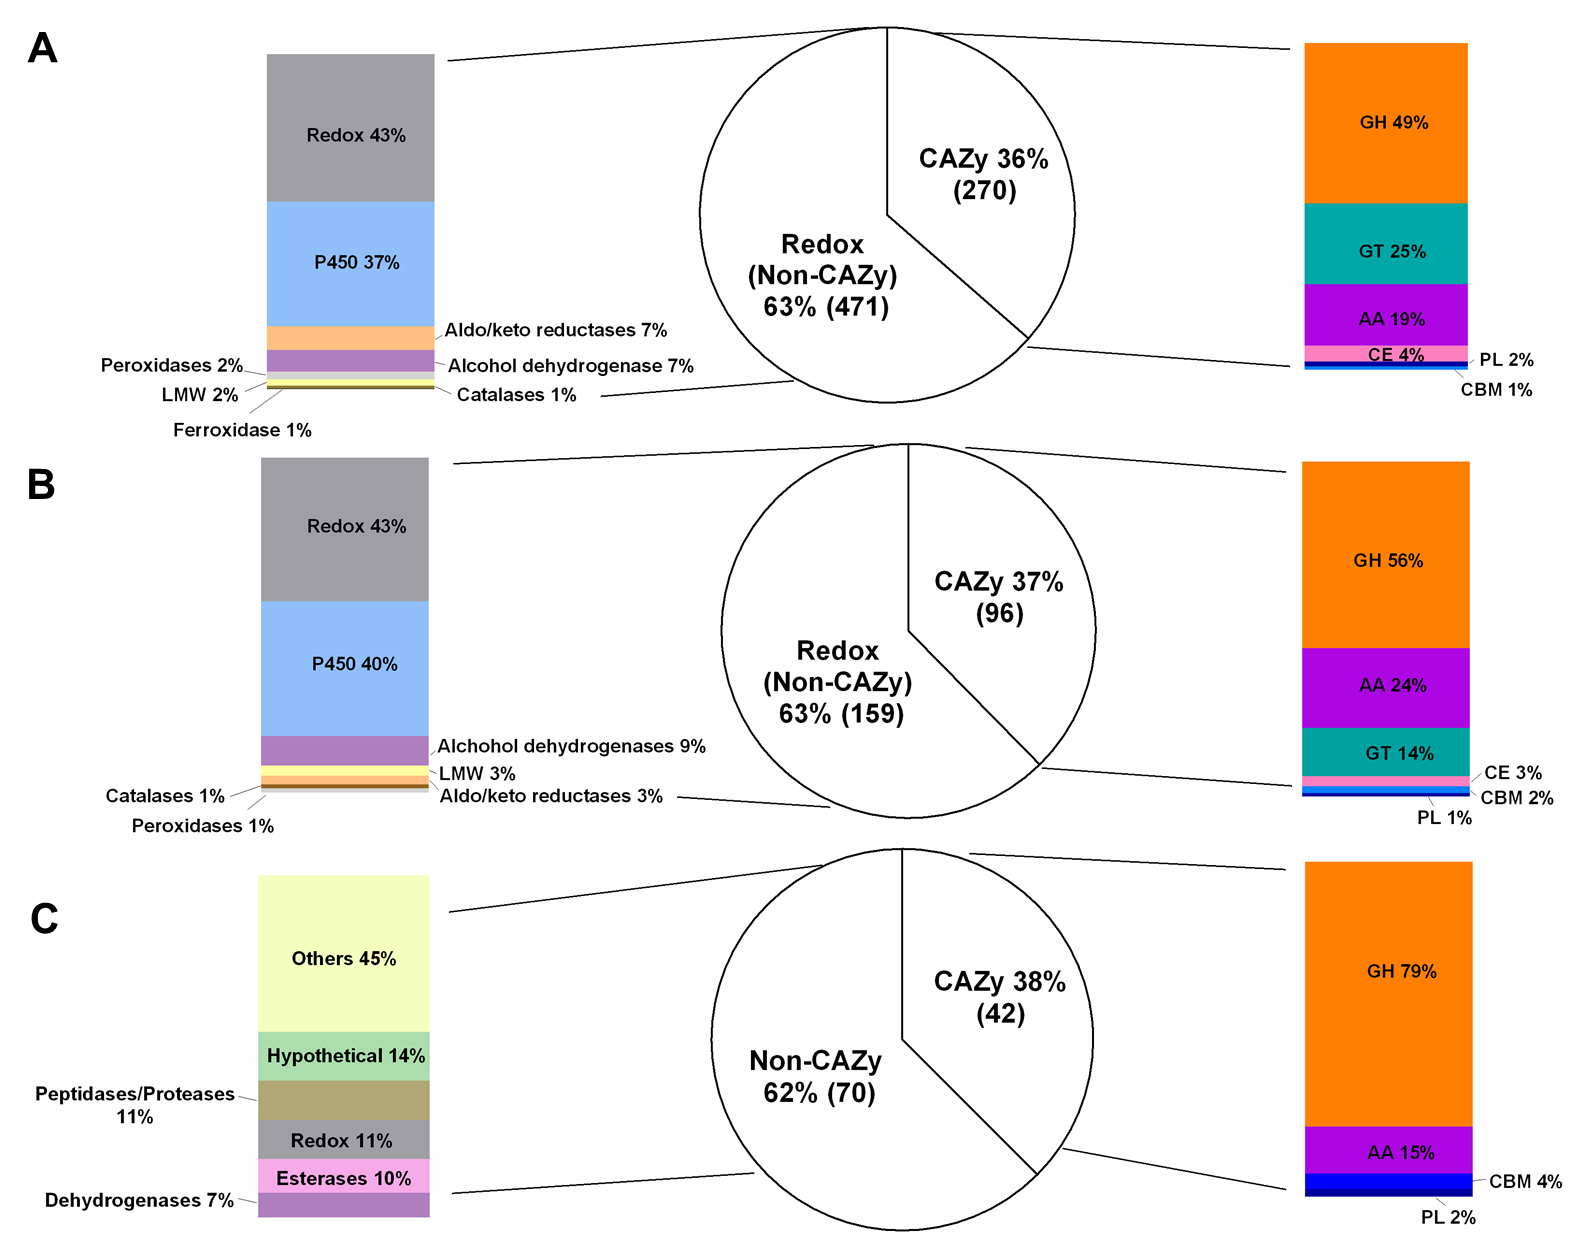

**Figure S1. Overview of *L. sulphureus* ATCC 52600 multi-omics analysis.** Distribution of CAZymes and redox Non-CAZymes presented in the (A) genome and (B) transcriptome. (C) Categorization of all protein identified on the secretomes.

**
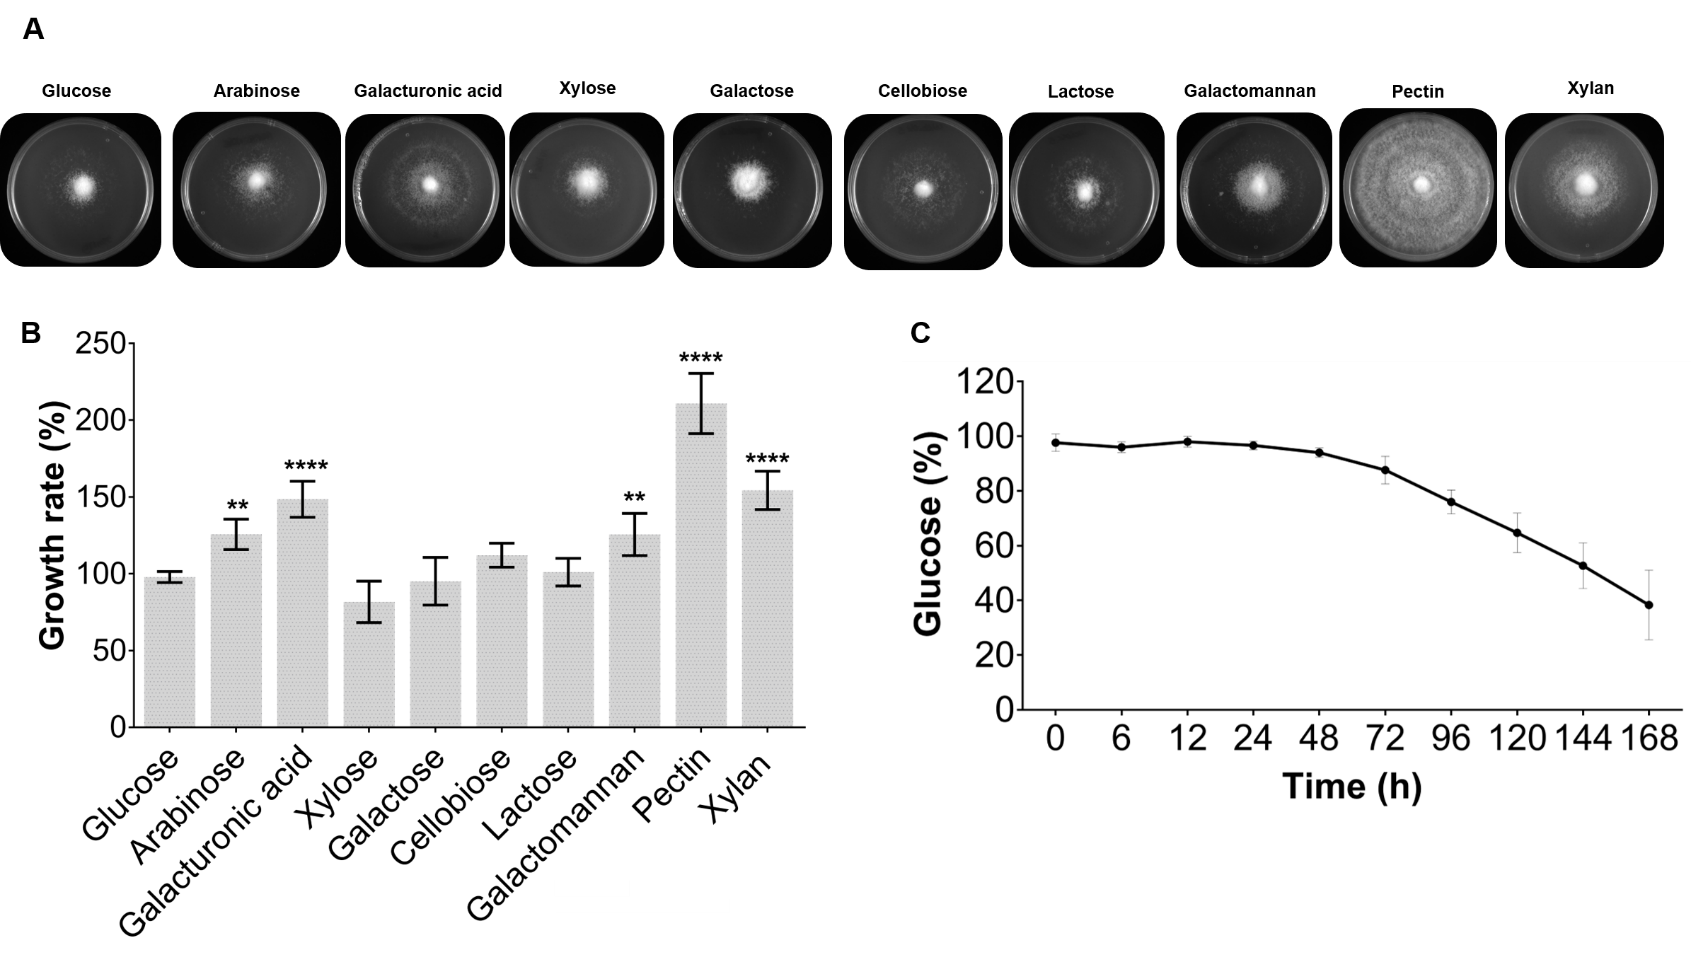
Figure S2. Analysis of *L. sulphureus* ATCC 52600 growth on different carbohydrates.** (A) Growth for 7 days on agar plates supplemented with different carbohydrates. (B) Growth rate estimated by colony area measurement. Values expressed relative to glucose. (C) Relative glucose consumption measured using HPLC during growth in liquid medium. Growth rates were analyzed using two-way ANOVA with Tukey’s test, indicated as follows: **p*<0.05, ***p*<0.01, ****p*<0.001.

**
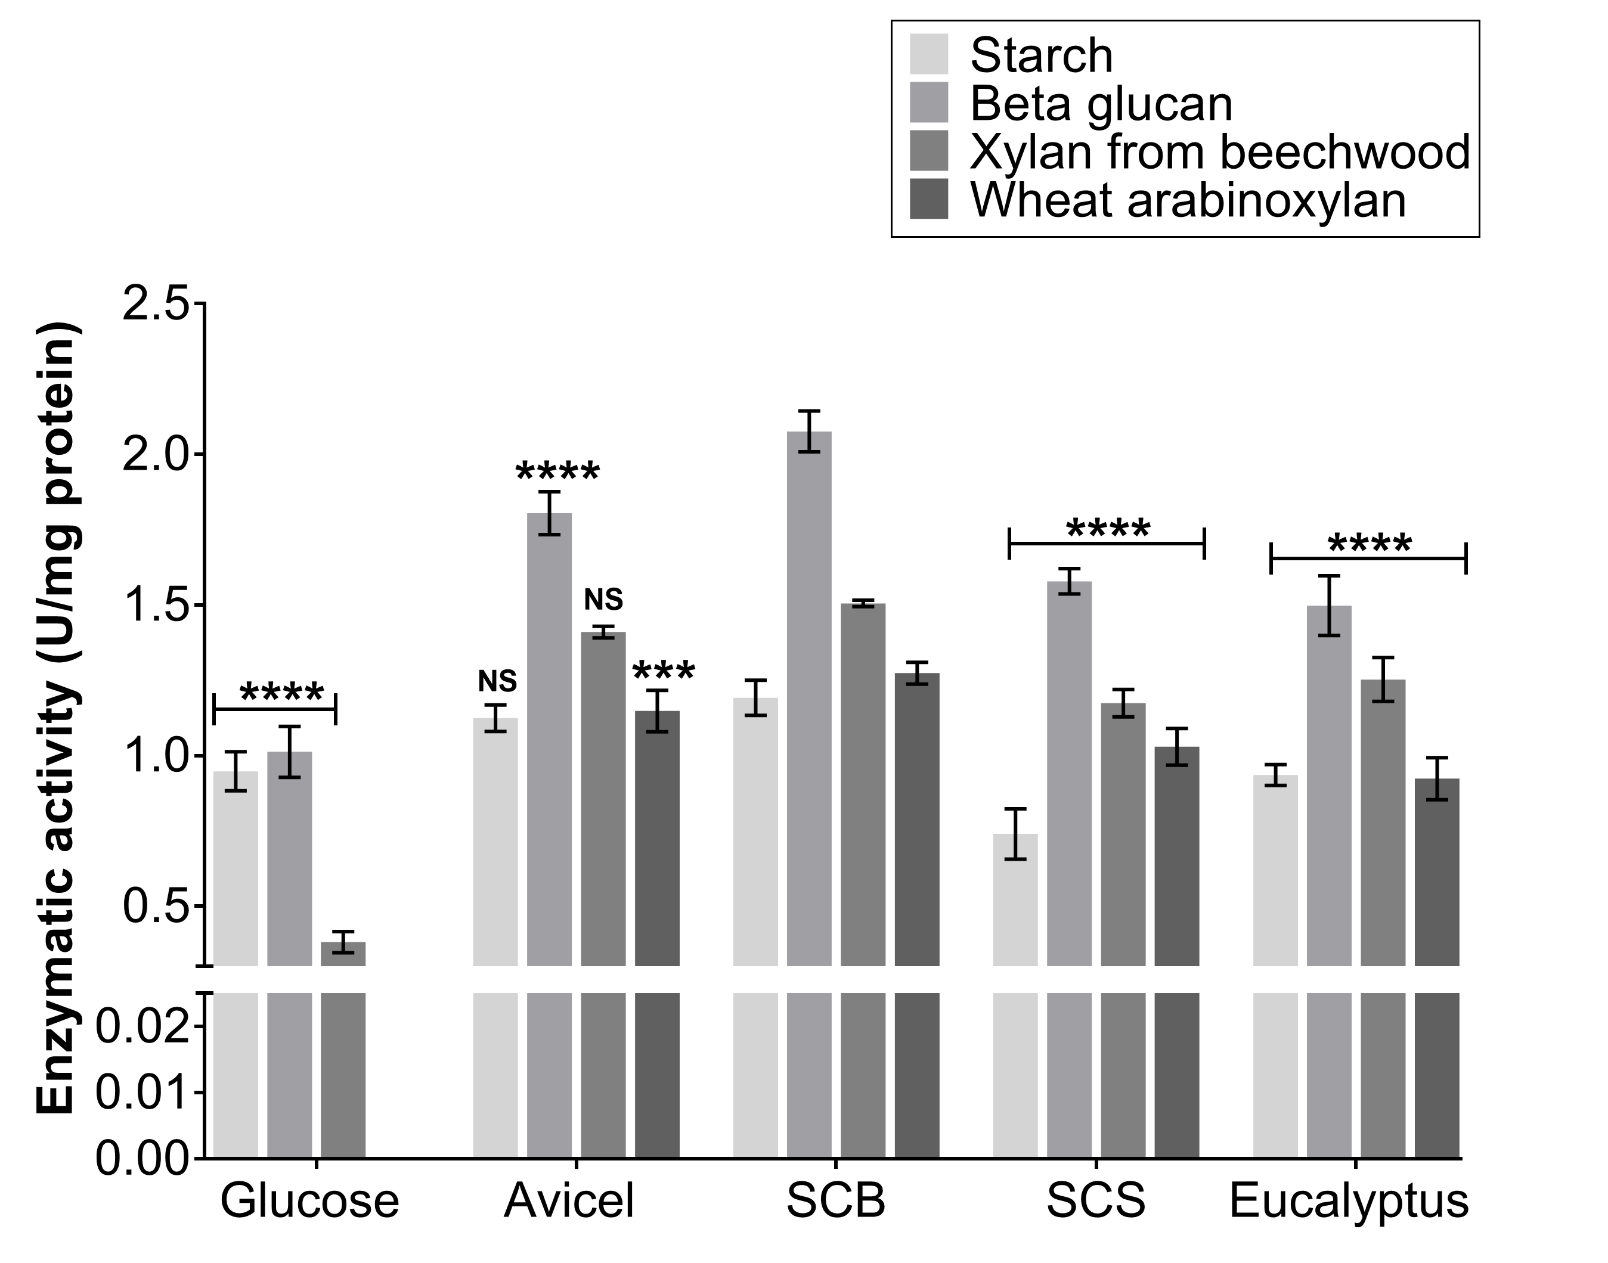
**

**Figure S3. Enzymatic activity profile of *L. sulphureus* ATCC 52600 secretomes.** Enzymatic assays containing the different secretomes (Avicel; SCB: sugarcane bagasse; Eucalyptus: *Eucalyptus grandis* residue, SCS: sugarcane straw and glucose) were carried out in 50 mM sodium acetate buffer pH 5.5 for 240 min at 50 °C. Activities were analyzed assuming the secretome produced on SCB as control by two‑way ANOVA with Tukey’s test (95% confidence interval), indicated as follows: **p*<0.05, ***p*<0.01, ****p*<0.001. Reducing sugars were measured using the DNS method.

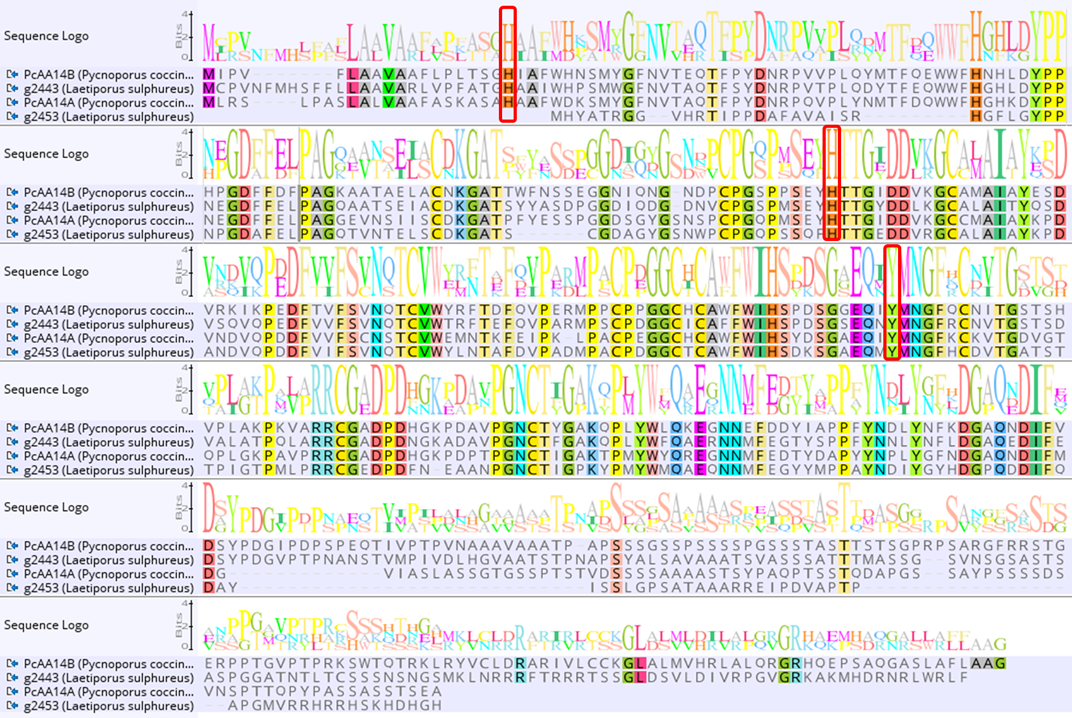

**Figure S4. Multiple AA14 sequence alignment.** The alignment was generated by Clustal using two characterized lytic polysaccharide monooxygenases (LPMOs) from *Pycnoporus coccineus* CIRM-BRFM 310 (PcAA14A and PcAA14B) and two putative AA14 found in the *L. sulphureus* ATCC 52600 genome. Red boxes highlight the conserved amino acid residues constituting the histidine brace, a hallmark of LPMOs.

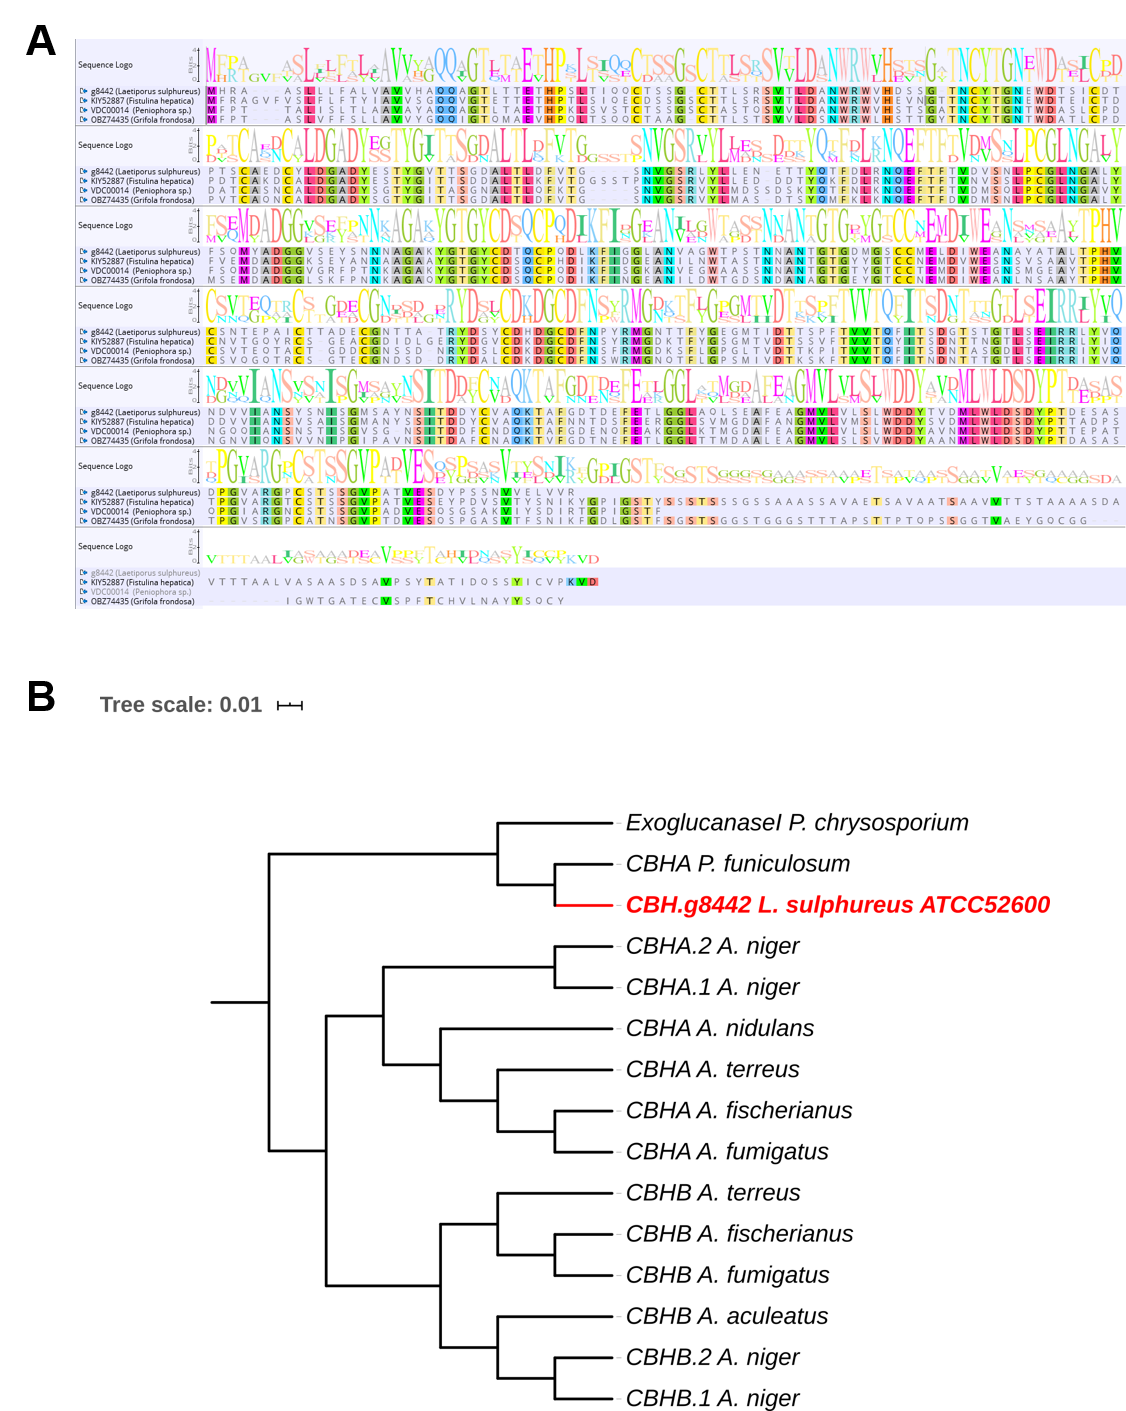

**Figure S5. Multiple alignment of GH7 amino acid sequences.** (A) Alignment was performed by Clustal using basidiomycete cellobiohydrolases with identity higher than 65% (GenBank: KIY52887, VDC00014, and OBZ74435). (B) Phylogenetic tree of GH7 amino acid sequences, which includes 14 characterized cellobiohydrolases according to UniProt, which are from *Aspergillus aculeatus*, *Aspergillus niger*, *Aspergillus terreus*, *Aspergillus fischerianus*, *Aspergillus fumigatus*, *Aspergillus nidulans, Penicillium funiculosum,* and *Phanerochaete chrysosporium*.

How the deposited data were processed for this re-analysis (not part of the article)

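RNA from 6 cultures of *L. sulphureus* was analysed, 3 of the pre-inoculum mycelium (T0) and 3 of mycelium after 24 h on in natura sugarcane bagasse (BIN). The authors filtered the reads by quality, removed rRNA with SortMeRNA, mapped the reads with TopHat2 to their own assembly and deposited a table of counts per predicted gene, without normalization. They also deposited TPM values, which were found to be the same counts divided by a gene length and scaled to 1000000 in each library. The program that counted the reads is not named in the paper's text, so reads on near-identical copies may have been split between genes and values of members of such families are uncertain in that respect. Columns were assigned to cultures by the names in the sample labels.

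The total counts ranged from 9541028 to 15331728 per library. All 10015 genes of the tables had at least 1 count per 1000000 (CPM) in every library, with the lowest value between 1.01 and 1.06 in each. A gene that was silent in one condition is therefore not among the tested genes, and of the 763 genes in Table S1 692 were tested. For the same reason edgeR's filterByExpr removed no gene, and the alternative without a filter was the same analysis. Because each gene had at least 10 counts in every library, no value lay at a floor.

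The main comparison was BIN against T0 on the counts, with TMM normalization, glmQLFit with robust estimation and glmQLFTest in edgeR 4.0.16 under R 4.3.3, with no replicate block. P-values were adjusted by the Benjamini-Hochberg method over the 10015 genes. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, and highly upregulated at 2. The paper states a p threshold without saying whether p was adjusted. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are TMM-normalized CPM, given as the mean and SD of 3 libraries. With 3 against 3 libraries, the smallest p that permuting the libraries can give is 0.1, so p-values come from models across all genes.

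Classes of Table S1 with at least 5 tested genes were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01 on voom values), which gave 12 classes, and the mannose transporters had too few tested genes. Shares were compared with two-sided Fisher's exact tests in scipy 1.17.1. The functions of genes, their signal peptides and the proteins of the secretomes were read from Tables S1, S2 and S3. No genome of this strain was used here, and none of the gene numbers was found in the reference gene list of 13840 genes of another strain, so no positions are given.

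The alternatives set before the data were examined were DESeq2 1.42.0, relative log expression (RLE) normalization, library size alone, no filter, a filter on a mean of 1 TPM, unadjusted p, glmTreat against the threshold, a replicate block (which called 2587 genes), each library left out in turn, and limma on log2 TPM with pseudocounts of 1 and 0.1. For classes they were fry, an estimated correlation, the block and each library left out. Library size alone for the classes, DESeq2 with a normal prior on the log2 fold change, and a correction in which a lowess trend (span 0.3) on log2 gene length was removed from each library, were added after the data were seen. The prior was kept out of 4 DESeq2 settings tried. Gene length was the ratio of counts to TPM, which was available for all 10015 genes.

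The genes named were those the paper's text names by identifier, those of Fig. 3b and the members of the families that its claims name, each by values or as part of a count, and the 2 largest rises and 2 largest falls among genes past the threshold with at least 10 TMM-normalized CPM in one condition and no overlap between conditions. On simulated counts with 200 changed genes among 10015, the edgeR test recovered 99% of the changed genes and called 1 unchanged gene. All planted changes lay past the threshold, were balanced in direction and did not follow gene length. Far fewer genes changed than in the real data. The simulation therefore says little about genes near the threshold, the scaling of the libraries or the trend on gene length.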

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

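The tests that weigh g4028 were chosen only after its level was seen, and the correction for gene length after the trend on length was seen.

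Most of the called genes lay outside the genes that the paper discusses. Of the 2591 genes called between the bagasse cultures and the pre-inoculum, 2325 were not in Table S1, 1004 of them higher and 1321 lower, or 89.7% of the called genes. In the 9 other splits of the 6 libraries into 3 and 3, 0 genes were called or significant, and at unadjusted p between 0 and 10 genes passed both thresholds and between 10 and 64 were significant. So 1 of the 10 splits, the real one, gave as many called genes, and 1 of 10 gave as many significant genes, as many CAZymes and as many redox genes. A share of 0.1 is the smallest that 10 splits allow, so that share by itself decides nothing. Each of the other splits mixes the conditions, which widens the spread within its groups. The correlation of log2 CPM was 0.980 to 0.995 between libraries of one condition and 0.842 to 0.855 between libraries of different conditions. The transfer to fresh medium and the bagasse came together in the design, and both stay open as sources of these differences, as untested.

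The gene g4028, which Tables S1 to S3 do not list, rose with a log2 fold change of 10.73 (standard error 0.41, edgeR adjusted p = 6.49e-08). It was at 14.7 ± 6.60 TMM-normalized CPM in T0 and 24535 ± 2770 in BIN (SD, n = 3), and each BIN library lay above each T0 library. On average it made up 6.11% of the TPM of the bagasse cultures, against at most 0.00383% in a T0 library. Its relative length was 0.379, where the median gene is 1. With the trend on gene length removed its log2 fold change was 11.12, which argues against gene length as the cause. Reads from another organism, such as the bagasse plant, could also have been counted on this gene. Neither reads nor sequences were analysed here, so the mean share of 6.11% leaves this open, and such reads cannot be told apart from a rise of g4028 itself.

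The largest falls among the genes eligible to be named were those of g1295, at -5.89 (standard error 0.11, edgeR adjusted p = 3.96e-09), and g11024, at -5.17 (standard error 0.20, edgeR adjusted p = 1.11e-07). Tables S1 to S3 list neither. With each library left out in turn they lay between -5.95 and -5.81 and between -5.28 and -4.98. With the trend on gene length removed they were at -5.51 and -4.75, and with library size alone at -5.75 and -5.03, which argues against length and scaling as the whole cause. Whether bagasse or the transfer to fresh medium accounts for these falls was not tested.

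The glucose transporter gene g6340 of Table S1 was called higher and the paper does not discuss it. Its log2 fold change was 5.22 (standard error 0.15, edgeR adjusted p = 1.89e-08), from 10.5 ± 1.80 TMM-normalized CPM in T0 to 390 ± 38.7 in BIN (SD, n = 3). Of the 13 tested glucose transporter genes, 4 were called higher. As a class they did not pass the threshold (limma camera adjusted p = 0.0540, median log2 fold change of 0.34), and with library size alone the adjusted p was 0.0516. Over the alternatives it ranged from 0.00237 with fry, which does not compare the class with the other genes, to 0.585 with an estimated inter-gene correlation. It was 0.0380, 0.0590 and 0.0723 without T0 replicates 1, 2 and 3, 0.0337, 0.0361 and 0.108 without BIN replicates 1, 2 and 3, and 0.106 with the trend on gene length removed. The set test compares a class with the other genes, so a factor common to all genes hardly moves it, and its value with library size alone decides nothing about scaling. The log2 fold change of g6340 itself was 5.35 with library size alone.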

How the results depend on the processing

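The correction for gene length, DESeq2 with a prior on the fold change, and library size alone for the classes were chosen after the data were seen, and the other alternatives before the data were examined.

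The counts of significant, differentially expressed, CAZyme and redox genes stayed within 1.5 times their values in T0 and BIN comparisons with DESeq2, RLE normalization, library size alone, unadjusted p, the filter on mean TPM, the replicate block and each library left out in turn, and the number of detected genes did so under each definition tried. Leaving out the filter on low counts removed or added no gene, and the filter on mean TPM removed 5 genes, so these alternatives say little about stability. When the fold change was tested against the threshold with glmTreat, 1653 genes were called in place of 2591, 737 higher and 916 lower, by construction a stricter criterion.

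The scaling of the libraries moved the direction of the calls. On log2(TPM + 1) values 2138 genes were higher and 746 lower, and 88 redox genes were higher and 59 lower. On log2(TPM + 0.1) values 2411 genes were higher and 783 lower, 98 CAZymes and 100 redox genes were higher, 62 redox genes were lower, and 72 genes were highly upregulated in place of 43. The median log2 fold change of all genes was 0.40 and 0.43 on these scales, against 0.13 with library size alone and 0.00 with TMM. The share of called genes that were higher was 74.1% and 75.5% on the TPM scales, 54.8% with library size alone, 49.2% with the trend on gene length removed and 43.8% with TMM. It was 43.6% with DESeq2, 43.8% with RLE normalization and 44.3% with the replicate block. In the fits that each left out one library it lay from 42.9% to 44.2%. The direction of the calls as a whole therefore depended on how the libraries were scaled, and these data do not fix which scaling is right. Of the 2591 genes, 2319 were called in the same direction with library size alone, 1944 with the trend on gene length removed and 1858 on log2(TPM + 1) values.

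The class shifts depended on the set test. With an estimated inter-gene correlation, 0 of 12 classes passed the threshold in place of 4, and 0 did at unadjusted p. AA3_2, GH, GT and P450 each had an adjusted p of 0.469 in that test. Over all alternatives their adjusted p ranged up to that value, from 1.21e-04 for AA3_2, 5.01e-04 for GH and P450 and 1.86e-04 for GT, all with fry. With fry, which asks whether the genes of a class change at all, 10 classes passed. With the trend on gene length removed, 2 classes passed, and GH and GT no longer did so, with adjusted p of 0.106 and 0.146, which the tests of gene length below take up. The direction of CE reversed with fry (adjusted p = 1.86e-04). That of alcohol dehydrogenases, whose adjusted p was 0.948 in the main test, reversed with fry (0.0502), with the replicate block (0.974), with the length trend removed (0.825) and without T0 replicate 1, and the adjusted p lay from 0.871 to 0.989 across the 6 fits that each left out one library. Genes listed only as redox reversed with the length trend removed (0.995). Apart from the length trend, the cause was not tested.

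The oxidative share of the highly upregulated genes lay from 66.7% to 70.7% across the 6 fits that each left out one library, and was 65.6% on log2(TPM + 1) and 63.9% on log2(TPM + 0.1) values. Its relation to the other genes reversed without BIN replicate 3, where the share was 70.7%, and it was not significant in any of the 17 alternatives, with two-sided Fisher's exact p from 0.344 to 1. The odds ratios for signal peptides and for secretome CAZymes kept their direction and significance in all 18 alternative settings.

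Of the 76 genes given with values, 55 had the same direction and call in all 18 settings. The other 21 changed, over 1368 combinations of gene and setting, to a weaker result in 29, a stronger one in 25 and a reversed one in 9. The reversals were those of g4476, g5206, g6508 and g11846, at 0.0065, 0.0641, 0.0101 and 0.274 on log2(TPM + 1) values and 0.0096, 0.0646, 0.0117 and 0.281 on log2(TPM + 0.1) values, and of g8320, whose log2 fold change lay from -5.02e-04 to 0.15 across the 6 fits that each left out one library. None of these genes was called in the main comparison, in which g5206 and g6508 were significant (edgeR adjusted p = 0.0038 and 0.0173). In that comparison g4476, g5206, g6508 and g11846 lay at -0.44, -0.37, -0.42 and -0.16. The median log2 fold change of all genes was raised on the TPM scales, to 0.40 and 0.43. The reversals of g4476, g5206, g6508 and g11846 go with that general shift and restate the effect of scaling. The cause of the reversal of g8320 was not tested.

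Libraries with the same number in T0 and BIN did not deviate together, with correlations of their deviations from the group means of 0.0351, 0.00881 and -0.101 for numbers 1, 2 and 3. These values gave no sign of a pairing by number. They cannot exclude one, and the paper's text does not state how the cultures were matched. With the replicate block, 2587 genes were called, 1146 higher and 1441 lower, and 6923 were significant, the xylanase gene g4480 was called, at 1.01, and the adjusted p of the glucose transporter class was 0.0389.

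Depth limited little of the comparison among the deposited genes, since each had at least 10 counts in every library, but genes under 1 CPM in any library are not among the genes tested, and changes of such genes were not analysed here.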

Differences from the paper's values

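For the AA1_1 laccases, the paper's text states 2 genes upregulated, and 1 was called higher here, g8610. The paper's Table S2 also lists 1 higher AA1_1 gene. In none of the alternatives set before the data were examined were 2 called higher.

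The paper's count of downregulated AA1 laccases is 2, and 1 was called lower here, g6686. The other gene that Table S2 lists as lower, g6683, was not called (edgeR adjusted p = 0.068). It was called, which gives 2 genes, with DESeq2, without T0 replicate 1, without T0 replicate 2, and with limma on log2(TPM + 1) and log2(TPM + 0.1) values, and also with DESeq2 and a prior on the fold change, which was chosen after seeing the values. With RLE normalization, library size alone, either filter, unadjusted p, glmTreat, the replicate block and the other libraries left out, it was not called.

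For the CE4 gene g3716, the log2 fold change was 12.14 and the paper's value in Table S2 is 12.0115, a difference larger than the SD between replicates but smaller than the standard error of the log2 fold change, 0.22. The replicate block, the fit without T0 replicate 2 and the fit without BIN replicate 1 came within that spread, and so did the correction for gene length, which was chosen after seeing the values. The other alternatives set before the data were examined did not. With DESeq2 and a normal prior on the log2 fold change, chosen after seeing the values out of 4 DESeq2 settings, no log2 fold change of the 255 genes in Table S2 differed from the paper's by more than 7.46e-04, and 1120 genes were called higher and 1454 lower, where the paper's counts are 1120 and 1455.

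The paper's counts of 96 CAZymes and 33 lower CAZymes were reached without BIN replicate 1 and without BIN replicate 3, and the 96 also without BIN replicate 2, against 97 and 34 here. The paper's count of 62 higher redox genes was reached without T0 replicate 3, without BIN replicate 3 and, as chosen after seeing the values, with DESeq2 and a prior, against 63 here.

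Of the 255 genes in Table S2, 254 were called here in the same direction. Table S2 does not list 6 CAZyme and redox genes that were called here, among them the GH5_9 endoglucanase g4121, with a log2 fold change of -2.47, and the AA14 gene g2443, with -1.05.

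After the xylan-active enzymes of the secretomes, the paper states that transcripts of other arabinoxylan-degrading enzymes showed no early upregulation, without naming GH115. The GH115 gene g6326 was called higher here, with a log2 fold change of 1.32, as it is in Table S2. The paper places AA7 among the families with the top upregulated transcripts, and its higher genes were at ranks 33 and 41 of the 43 highly upregulated CAZyme and redox genes here. The paper names GH71 among the galactosidase families, and also among the glucanases, with upregulated genes. The GH71 gene listed as an α-galactosidase, g1405, was lower, at -2.61, and the GH71 gene that was higher, g11270, is listed as an α-1,3-glucanase. The paper states that the GH7 gene was not differentially expressed, and its fall of -0.74 was significant here without passing the threshold on the fold change.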

Other observations

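The patterns below were noticed in these data and tested on the same data, so each is a hypothesis. The tests on gene length, on TPM and on neighbouring genes were chosen only after these patterns had been seen in part.

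Longer genes had higher log2 fold changes. The Spearman correlation of relative gene length with the log2 fold change was 0.33 across genes, and the median log2 fold change was -0.41 in the shortest and 0.40 in the longest of 4 equal groups of genes by length. The log2 ratios of single BIN and T0 libraries gave correlations of 0.267 to 0.365. Between libraries of one condition the largest correlation was 0.298 in size, for T0 replicates 2 and 3, and that of T0 replicates 1 and 2 was -0.274, whereas T0 replicates 1 and 3 gave -0.00405 and the BIN libraries at most 0.0736 in size. T0 replicate 2 thus differed from the other T0 libraries about as much as BIN libraries differed from it. This is consistent with a length bias that varies between libraries, for example from RNA quality or library preparation. A difference in length between the transcripts that the fungus makes in the 2 conditions stays open, and the 2 cannot be separated within the difference between T0 and BIN because each library belongs to one condition.

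The length trend bears on the classes. With the trend removed from each library, the adjusted p of the glycosyltransferases rose to 0.146 and that of the glycoside hydrolases to 0.106, and 6 glycosyltransferases were called higher and 4 lower in place of 13 and 1. Their median relative lengths were 1.68 and 1.44, where the median gene is 1. The rise of these classes may therefore come from gene length. AA3_2 genes, with a median relative length of 1.67, were lower in spite of it, and their adjusted p was 0.00609 with the trend removed, the same as that of P450 genes. The correction removes a true change that goes with length as well as a bias.

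Fold changes from TPM lay above those from TMM-normalized counts, with a median log2 ratio of mean TPM of 0.43. Without the 10 genes of highest mean TPM the median was 0.38, which argues against a few abundant genes as the cause, and without g4028 alone it was 0.52. The 2506 shortest genes, on which TPM puts the most weight, took at least 25.4% of the counts in each T0 library and at most 19.1% in each BIN library. The larger share of short genes in T0 is a candidate explanation of the shift.

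Among the CAZymes of Table S2 that were called here, 25 with a signal peptide were lower and 13 higher, and 7 without one were lower and 50 higher (odds ratio 13.7, two-sided Fisher's exact test, p = 1.01e-07). Table S2 lists the genes that the study called on these libraries, so the test holds only among called genes. It also treats genes as independent replicates, which they are not, so its p-value may be too small. The common odds ratio over 2 groups split at the median gene length was 14.2, and over 2 groups split at the median expression 13.7, and with library size alone the odds ratio was 14.7. It was 10.7 with the trend on gene length removed and from 11.3 to 13.5 with each library left out in turn. The values over the split groups and with the length trend removed argue against length and level as the cause. Library size alone shifts the fold changes of all genes alike, so its value decides nothing about scaling. Of the 22 CAZymes in both Tables S2 and S3, 7 have a signal peptide in Table S2 only and 1 in Table S3 only, so the annotation itself is uncertain. Transcripts of secreted CAZymes may have been lower after 24 h than in the pre-inoculum, and whether bagasse or the change of medium would account for this was not tested.

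The same direction was seen for CAZymes found in the secretomes, a list that does not come from these libraries, of which 13 of 38 were lower against 21 of the other 219 (odds ratio 4.90). Over 2 groups split at the median expression the common odds ratio was 5.01 (95% interval 2.20 to 11.4), which argues against level as the cause. With library size alone the odds ratio was 6.18, but that setting shifts all genes alike and decides nothing about scaling. This comparison too treats genes as independent replicates, which they are not.

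Genes with consecutive numbers tended to change together. The correlation of log2 fold changes was 0.197 over 9006 consecutive pairs (permutation test of the gene order, one-sided, p = 1e-04, the smallest that 10000 permutations can give), and fell to 0.00202 at a distance of 10 numbers. Runs of 3 or more consecutive numbers called in one direction were found 82 times, against at most 49 in 1000 permutations, and the longest held 10 genes. With the trend on gene length removed the correlation was 0.199, and with the trend on expression level removed 0.192, so neither accounts for it. At a distance of 5 numbers the correlation was still 0.0461, above the highest of the permutations, 0.0363, which reads running over into the next gene would not give. The 30 consecutive pairs of different classes of Table S1 had a correlation of 0.329 (one-sided permutation p = 0.0342), which argues against reads shared between copies of one family as the whole cause, on few pairs. Gene numbers may follow the order along the assembly, which the paper's text does not state, and groups of co-regulated neighbours are then a possible explanation. Genes are not independent replicates in these tests.

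The count of classes past the threshold was 4 for T0 against BIN and from 1 to 3 in the 9 other splits, so that 1 of the 10 splits gave as many. Each other split keeps 2 libraries of one condition together against 2 of the other, so part of the difference between T0 and BIN remains in it, and its count is not one without a change. Since 10 splits cannot give a share under 0.1, that share by itself decides nothing.

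Of the genes that the paper's text names by identifier, 19 belong to its statements on the secretomes, the genome or the peroxidases, and their transcripts are given here as values only, all from the edgeR test. Lower in BIN were the GH18 genes g5150, at -1.49 (standard error 0.12, edgeR adjusted p = 3.88e-06), and g834, at -1.61 (standard error 0.24, edgeR adjusted p = 2.55e-04), the AA3_2 genes g5677, at -3.76 (standard error 0.21, edgeR adjusted p = 4.19e-07), g5675, at -2.29 (standard error 0.26, edgeR adjusted p = 1.38e-04), and g10342, at -3.87 (standard error 0.20, edgeR adjusted p = 3.54e-07), the GH47 gene g10983, at -2.21 (standard error 0.42, edgeR adjusted p = 0.00393), the GH92 gene g9634, at -1.44 (standard error 0.28, edgeR adjusted p = 0.00239), the oxidoreductase g9473, at -3.83 (standard error 0.59, edgeR adjusted p = 0.00161), and the putative GH45 gene g10751, at -1.97 (standard error 0.14, edgeR adjusted p = 1.91e-06). Higher were the GH35 gene g11423, at 1.16 (standard error 0.11, edgeR adjusted p = 1.23e-05), and the AA5 gene g4370, at 1.39 (standard error 0.15, edgeR adjusted p = 4.18e-05). Not called were g10854 (0.58), g11777 (0.96), g7390 (0.76), g5206 (-0.37), g8819 (0.72), g6508 (-0.42), g7548 (0.51) and the AA2 gene g11846 (-0.16). g11777 was called with library size alone, at 1.10, without T0 replicate 2, at 1.02, without BIN replicate 2, at 1.01, and on log2(TPM + 1) and log2(TPM + 0.1) values, at 1.20 and 1.38. On both TPM scales g10854, g7390 and g8819 were called higher, at 1.02, 1.10 and 1.16 on log2(TPM + 1) values, g9634 was not called, at -0.84, and the signs of g5206, g6508 and g11846 reversed, at 0.06, 0.01 and 0.27. g834 was not called on log2(TPM + 1) values, at -0.84. g11423 was not called with the trend on gene length removed, at 0.68, and neither g11423 nor g9634 with glmTreat.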
